# Gene Expression in the Skin of Dogs Sensitized to the House Dust Mite *Dermatophagoides farinae*

**DOI:** 10.1534/g3.114.013003

**Published:** 2014-08-05

**Authors:** Paz Schamber, Rachel Schwab-Richards, Stefan Bauersachs, Ralf S. Mueller

**Keywords:** *Canis familiaris*, canine, Beagle, allergy, microarray

## Abstract

Atopic dermatitis is a multifactorial allergic skin disease in humans and dogs. Genetic predisposition, immunologic hyperreactivity, a defective skin barrier, and environmental factors play a role in its pathogenesis. The aim of this study was to analyze gene expression in the skin of dogs sensitized to house dust mite antigens. Skin biopsy samples were collected from six sensitized and six nonsensitized Beagle dogs before and 6 hr and 24 hr after challenge using skin patches with allergen or saline as a negative control. Transcriptome analysis was performed by the use of DNA microarrays and expression of selected genes was validated by quantitative real-time RT-PCR. Expression data were compared between groups (unpaired design). After 24 hr, 597 differentially expressed genes were detected, 361 with higher and 226 with lower mRNA concentrations in allergen-treated skin of sensitized dogs compared with their saline-treated skin and compared with the control specimens. Functional annotation clustering and pathway- and co-citation analysis showed that the genes with increased expression were involved in inflammation, wound healing, and immune response. In contrast, genes with decreased expression in sensitized dogs were associated with differentiation and barrier function of the skin. Because the sensitized dogs did not show differences in the untreated skin compared with controls, inflammation after allergen patch test probably led to a decrease in the expression of genes important for barrier formation. Our results further confirm the similar pathophysiology of human and canine atopic dermatitis and revealed genes previously not known to be involved in canine atopic dermatitis.

Atopic dermatitis (AD) is a chronic inflammatory skin disease with an increasing prevalence in both humans and dogs in industrialized countries (Leung 1999; Hillier and Griffin 2001). It manifests as a recurrent, pruritic dermatitis, in most cases with allergen-specific serum-IgE (Wüthrich 1978; Lian and Halliwell 1998; Olivry *et al.* 2001; Halliwell 2006), and is often complicated by secondary skin infections (Leyden *et al.* 1974; Deboer and Marsella 2001). Diagnosis of canine AD (cAD) is based on history, clinical signs, and the exclusion of other causes of pruritus (Deboer and Hillier 2001). Spontaneous remission of cAD is rare and therapy can be unsatisfying (Olivry and Sousa 2001; Olivry *et al.* 2010). Allergen-specific immunotherapy, the only specific treatment for the disease, is a long-term therapy and is not efficacious in all patients (Olivry *et al.* 2010). In many patients, lifelong symptomatic therapy is needed.

The pathophysiology of cAD is still not fully elucidated. A complex interaction between environmental and genetic factors seems to affect skin barrier function and the immunologic response of patients in both human and canine AD (Marsella *et al.* 2011). In linkage analyses and candidate gene studies, associations to and polymorphisms in different epidermal and immunologic genes were identified in AD (Cookson and Moffatt 2002; Barnes 2010; Boguniewicz and Leung 2011; Bussmann *et al.* 2011). A few years ago a central role of the barrier abnormality in atopic skin was proposed for AD (the outside–inside view of disease pathogenesis) (Taieb 1999; Elias and Feingold 2001). In human AD, a defective skin barrier is hypothesized to facilitate the penetration of allergens into the skin, which leads to sensitization against environmental allergens and subsequent cutaneous inflammation, which further aggravates skin barrier impairment. The release of the canine genome sequence in 2005 (Lindblad-Toh *et al.* 2005) permitted functional genome analysis and the analyses of gene expression patterns in the dog. With microarray technology, expression of thousands of genes can be evaluated simultaneously to identify differentially expressed genes (DEG) as candidate genes for further studies (Schulze and Downward 2001).

The aim of this study was to compare the gene expression pattern before and after challenge with an allergen patch test in the skin of house dust mite–sensitized dogs compared with nonsensitized controls in a highly standardized manner to identify new genes possibly involved in the pathophysiology of AD.

## Materials and Methods

Microarray (MA) technique is a sensitive method for the measurement of gene expression. To avoid data corruption and/or misinterpretation due to environmental conditions or aberrant/differing age of skin lesions, conditions for the biological model, specimen collection, and preparation were highly standardized.

### Animals and specimen collection

A total of 12 Beagle dogs owned by the Novartis Centre de Recherche Sante Animale (Saint-Aubin FR, Switzerland) were included in the study. Six of these dogs were previously sensitized to *Dermatophagoides farinae* (*D.f.*) (four males and two females) and six were nonallergic control dogs (two males and four females). The former dogs had been sensitized epicutaneously once weekly for 8 wk to the house dust mite *Dermatophagoides farinae* (powder of milled dust mite, 99% pure *Dermatophagoides farinae*, mixed with saline to a pasty consistency; Greer Laboratories, North Carolina). Successful sensitization was confirmed with two challenges using a D.f. slurry; all dogs had to develop skin lesions over a predefined score. Subsequent studies showed that they also had serum D.f.-specific IgE and positive intradermal tests for D.f. The age of the dogs ranged from 2 to 3 yr (mean, 2.3 yr). Environmental and feeding conditions were the same for all dogs. This study was approved by the appropriate regulatory office.

A 10- × 10-cm area on the lateral chest of each dog was shaved with a clipper blade (Favorita II GT 104; Aesculap AG, Germany). Four days later, a patch test (PT) was conducted with 75 mg of HDM paste (powder of milled dust mite, 99% pure *Dermatophagoides farinae*, mixed with saline to a pasty consistency; Greer Laboratories, North Carolina) and 50 μl of physiologic saline as a negative control. The patch test sites were bandaged carefully to prevent trauma or movement of the patches. In addition, each dog wore a mesh body suit. The allergen patch test was carefully relocated in the exact same position and bandages were replaced at the 6 hr intervention. In total, five 8-mm punch biopsies were performed in each dog using local anesthesia; each site used 0.5 ml of 2% lidocaine (Vetoquinol AG, Ittingen, Switzerland). One specimen was obtained before (0 hr) patch test and two biopsy specimens were obtained at 6 hr and at 24 hr (6 hr, 24 hr) after patch test with both allergen (A) and saline (S) applications (Supporting Information, Table S1 in File S1). After clipping and at each time point (0 hr, 6 hr, 24 hr) before collecting the biopsy samples, skin was evaluated for signs of inflammation. To investigate the cellular response and gene expression in the skin, biopsy specimens were cut into three pieces with two parallel cuts. The middle part of each specimen was placed in 10% neutrally buffered formalin. The other two pieces were placed into RNAlater (Qiagen GmbH, Hilden, Germany) and after 4 d of storage at 4°, these specimens were stored at −20° until further processing.

### Histological evaluation

For quantitative histological analysis, formalin-fixed specimens were embedded in paraffin and routinely stained with hematoxylin and eosin (HE). Specimens were stained by the Institute of Veterinary Pathology in Munich. Sections were then photographed (ColorView III; Olympus Soft Imaging Solutions GmbH) and round cells were counted (cells/mm^2^) with analySIS FIVE Software (Soft Imaging System; Olympus).

### Microarray analysis

Total RNA was isolated from the skin specimen using Trizol reagent (Life Technologies GmbH, Darmstadt, Germany) according to the manufacturer’s instructions. The quantity and purity of RNA were measured with a NanoDrop 1000 (Peqlab Biotechnologie GmbH, Erlangen, Germany). The quality of total RNA was determined electrophoretically with an Agilent 2100 Bioanalyzer (RNA 6000 Nano Kit, 5067-1511; Agilent Technologies, Waldbronn, Germany). Transcriptome analysis was performed with an Agilent 8x60K Canine Custom Gene Expression Array. The canine custom array was designed using the Agilent webtool "eArray." Relevant genes based on previous studies of human and canine AD were included in the array design. Cy3-labeled cRNA was produced with the low-input Quick Amp Labeling Kit one color (Agilent Technologies) and after fragmentation hybridized to the MAs according the manufacturer’s instructions. Hybridized and washed slides were scanned at 2-µm resolution with a DNA Microarray Scanner G2505C (Agilent Technologies). Image processing was performed with Feature Extraction Software 10.7.3.1 (Agilent Technologies). Processed signals were filtered based on "is well above background" flags (detection in at least five of six samples in at least one group). Thereafter, expression data were normalized using the Bioconductor package "vsn" (Huber *et al.* 2002) in "R" (version 2.12.2; http://www.r-project.org/). For quality control, microarray data were analyzed with box plots before and after normalization and a heatmap based on pair-wise distances. Significance analysis was performed with the package "limma" (version 3.6.9) (Smyth 2005). Significance thresholds were set at a false discovery rate (FDR) of 5% and fold change (FC) of at least 1.5-fold.

To characterize gene expression responses in the skin of sensitized dogs after allergen PT, an unpaired two-class analysis was performed for the 0-hr biopsy specimens to find general differences in gene expression between sensitized and nonallergic dogs in untreated skin. Furthermore, an unpaired multifactorial analysis was performed for the 6 hr and the 24 hr specimens comparing the differences of allergen with saline application between allergic and control dogs.

The array annotation was complemented based on Ensembl, Entrez Gene, and BLAST analyses to obtain canine and human (putative orthologous) gene IDs. After statistical analysis, the values of genes represented by more than one microarray probe were summarized using the "Group" tool implemented in the Galaxy software (http://galaxy.psu.edu/).

### Functional analysis of microarray data

Multi Experiment Viewer Software (version 4.7.1; http://www.tm4.org/) (Saeed *et al.* 2003) was used for hierarchical cluster (HCL) and self-organizing tree algorithm (SOTA) analysis. For these analyses, the log2 transformed mean expression value of each group was subtracted from the mean expression value of all groups. Functional classification of differentially expressed genes (DEG) was conducted using the "functional annotation clustering" and the "functional annotation chart" tools of the Database of Annotation, Visualization, and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov/home.jsp) (Huang *et al.* 2008), the Kegg Mapper Pathway analysis tool of the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/tool/map_pathway1.html) (Kanehisa *et al.* 2008), and the keyword enrichment tool CoPub (http://services.nbic.nl/copub5) (Frijters *et al.* 2008). Analyses were performed based on Entrez Gene IDs of the putative human orthologous genes.

### Quantitative real-time RT-PCR

The results of the MA analysis were verified by validating the expression of selected DEG by quantitative real-time RT-PCR (qPCR). Specific primers were designed using the NCBI Primer-BLAST tool (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) and synthesized by Thermo Fisher Scientific GmbH (http://www.thermoscientific.com/biopolymers; Germany). The sequences of the used qRT-PCR-Primer are shown in Table S2. The same RNA samples were used for qPCR and MA analysis. First-strand cDNA was synthesized starting from 1 µg of total RNA with the Sprint RT Complete-Double PrePrimed 48-well strips Kit (Takara Bio Europe/Clontech, Saint-Germain-en-Laye, France) according to the manufacturer’s instructions. A two-step qPCR experiment was performed (PMID 22031715) (Streyl *et al.* 2012). The Power SYBR Green PCR Master Mix and RT-PCR (Applied Biosystems, Darmstadt, Germany) was applied in the thermal cycler (StepOne Real-Time PCR System; Applied Biosystems) and evaluated with the qPCR StepOne Software (V 2.2.2; Applied Biosystems. The cycle thresholds (CTs) determined for the target genes were normalized against the geometric mean of the reference genes *RLPL13A*, *LOC479750* (*CCZ1*) as described by Wood *et al.* (2008) and *UBB* to obtain ∆CT values. Quantitative PCR results were statistically evaluated with the same parameters as microarray data in limma.

## Results

### Clinical evaluation of patch test sites

The skin of all dogs showed no abnormal dermatologic findings after clipping and at the 0-hr and 6 hr time points for both allergen (n = 6) and saline-treated skin (n = 6). The skin of the control group was also unremarkable after 24 hr. At that time, three of the six sensitized dogs showed mild erythema at the allergen (A) site but no visible reactions at the control (S) site.

### Round cell counts

Analysis of round cell counts showed increasing round cell numbers in the skin of sensitized dogs treated with allergen (Figure 1). However, the difference was not statistically significant when comparing the skin specimens for all time points and treatments (0 hr, 6 hr saline, 6 hr allergen, 24 hr saline, 24 hr allergen) (Kruskal Wallis test, *P* = 0.49 and *P* = 0.08 in nonsensitized and sensitized dogs, respectively).

**Figure 1:**
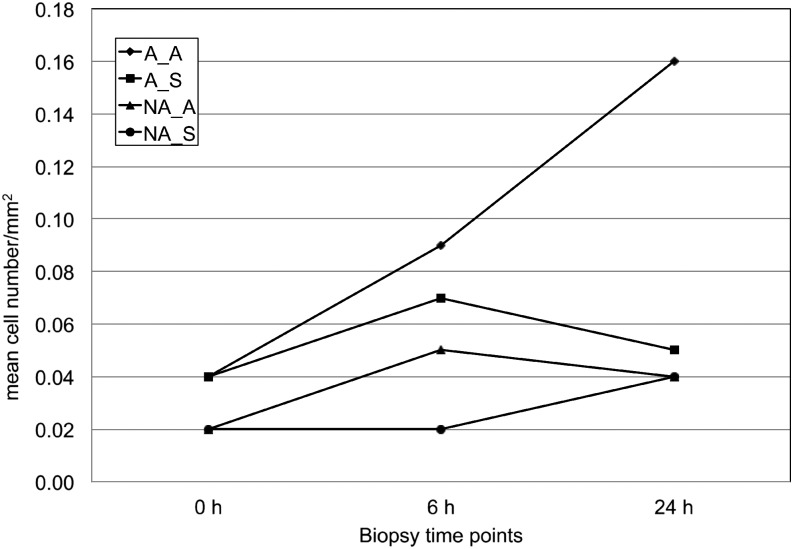
Round cell counts in skin biopsy specimens from patch test sites of allergic and normal dogs before and 6 hr and 24 hr after application of allergen and negative control (saline). A_A = skin of **a**llergic dogs after **a**llergen patch test; A_S = skin of **a**llergic dogs after **s**aline patch test; NA_A = skin of **n**on**a**llergic dogs after **a**llergen patch test; NA_S = skin of **n**on**a**llergic dogs after **s**aline patch test.

### Microarray results

RNA integrity number values (RIN) of the 60 isolated total RNA samples ranged from 7.0 to 8.6, except for one sample (no. 14) that had RIN of 3.3. 

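Total RNA from 60 skin biopsies of 12 Beagle dogs was labelled with Cy3 and hybridized to one-colour Agilent canine arrays, 1 array per biopsy. The 6 sensitized and the 6 nonsensitized dogs each gave 5 biopsies: untreated skin at 0 hr, and the sites of the allergen patch (75 mg of mite paste) and of the saline patch (50 µl) at 6 hr and at 24 hr. Dog and site together make 10 groups of 6 arrays. Each array holds 61657 spots that are not controls. They represent 60068 probes with 54633 identifiers, and 150 probes are printed more than once.
The authors read the scanned arrays with Feature Extraction software, and their files give for each spot a processed signal, which is the intensity after background subtraction, with no scaling between arrays. The series table of the study holds this same signal for the 60 arrays, equal within 0.001.
In the sensitized dogs, the median processed signal per array had a group median of 107.66 in untreated skin (84.8 to 125.76). It was 95.88 at 6 hr allergen sites (83.59 to 127.71) and 99.22 at 6 hr saline sites (86.03 to 108.38). At 24 hr it was 120.43 at allergen sites (70.97 to 142.93, 6 arrays with specimen 14 included) and 123.38 at saline sites (120.8 to 128.6). In the nonsensitized dogs, the group median was 98.16 in untreated skin (87.2 to 101.18). It was 88.18 at 6 hr allergen sites (81.7 to 133.43) and 94.18 at 6 hr saline sites (83.0 to 102.64). At 24 hr it was 124.07 at allergen sites (116.73 to 136.99) and 134.6 at saline sites (115.75 to 146.12).
The arrays were on 8 slides, and slides and time points were not balanced: the 0 hr arrays were on slides 6 to 8, the 6 hr arrays on slides 4 to 8, and the 24 hr arrays on slides 1 to 3 except for 2 on slide 8.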

DNA microarrays representing more than 22,000 unique canine genes were used to compare the global gene expression profiles. After data processing and normalization, the quality control (box plots and pairwise distance heatmap) of the data set revealed lower total signal intensity and poor correlation to all other samples for sample 14 (sensitized dog 24 hr after allergen application). Based on this result and the poor integrity of this sample, the corresponding data set was excluded from further analysis.

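Specimen 14 came from dog 2839. On its array, 67.65% of the spots were well above background, against 73.95% to 76.25% on the 5 other arrays of sensitized dogs at 24 hr allergen sites. The median correlation of its signals with those of the other arrays was 0.948, against 0.9795 to 0.9812 for the other arrays of its group and at least 0.9759 for each of the other 59 arrays. When limma estimated a weight for each of the 60 arrays from its residuals, that of specimen 14 was 0.048 and the next lowest was 0.249. The values in what follows are from the other 59 arrays, except where 60 arrays are named.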

Statistical analysis was performed to identify differential gene expression after treatment with allergen and saline control between sensitized and nonsensitized control dogs (Table 1). 

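Spots marked by the software as outliers were set to missing, which removed 4588 values. A spot was kept when its signal was well above background on at least 5 arrays of at least 1 group, as in the methods. This left 47229 spots (76.6% of those that are not controls) for 45972 probes and 41227 identifiers. Their signals were transformed to a log2 scale and scaled between arrays by variance stabilization (vsn, reimplemented), and the spots of a probe were averaged. The package limma then fitted the means of the 10 groups to the 59 arrays, unpaired, with 49 residual and 3.52 prior degrees of freedom.
An identifier was counted as DEG when limma gave at least 1 of its probes a p below 0.05 after Benjamini-Hochberg adjustment and a fold change of at least 1.5. The interaction at a time point is the allergen minus saline difference of the sensitized dogs minus that of the nonsensitized dogs, on the log2 scale, so it can be positive because a gene rose in the former or because it fell in the latter. The files pair biopsies by dog: after removal of the group means, arrays of the same dog had a median correlation of 0.386 (116 pairs), and arrays of different dogs one of -0.034 (1450 pairs). Tests with limma did not use this pairing unless the dog is named as a block.
Only 1292 gene symbols could be given to probes past the filter from the identifiers in the files, so most genes were analysed without a name. A gene with several probes is reported by its brightest probe.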

No significant expression differences were found before treatment (0 hr) between sensitized and healthy control dogs. 

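In untreated skin, limma gave 1 DEG, which was higher in the sensitized dogs. It is the transcript ENSCAFT00000041612, to which the files give no symbol and which was singled out after its value was seen. Its log2 difference was 0.84 (standard error 0.14, limma adjusted p = 0.0143). No identifier was past the threshold in the other direction. At an unadjusted p below 0.05, 1482 of the 41227 identifiers differed, 853 of them higher and 629 lower in sensitized dogs. The alternative that moved the count most was an unadjusted p below 0.002 with a 1.5-fold change, which gave 53. Without dog 2716, 2802, 2838, 2840 or 2845 no identifier was past the threshold, and without dog 2855 there were 4. With the slide as a block there was 1 DEG as well, but not the same one, and of the nonsensitized dogs 5 of 6 were on slide 7.
The genes that the paper lists for 24 hr in File S2 were also compared as sets at 0 hr, by the mean over a list's probes of the log2 value relative to the mean of all arrays. The 361 genes listed as upregulated differed by 0.03 between the groups of dogs (438 probes, exact two-sided permutation of the dogs, p = 0.558), and the downregulated genes by -0.04 (265 probes, p = 0.593 by the same permutation). Both had an adjusted p of 0.635 over a family of 15 list tests.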

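Biopsies taken 6 hr after the patches were compared by the allergen minus saline difference between the 6 sensitized and the 6 nonsensitized dogs. With limma, no identifier had an adjusted p below 0.05 for this interaction, and each of the probes with the smallest p had an adjusted p of 0.9999. At an unadjusted p below 0.05 there were 517 identifiers, 303 with a positive and 214 with a negative interaction. At an unadjusted p below 0.002 with a 1.5-fold change there were 11, of which 8 were positive and 3 negative; these names include CCL2 under a pair of identifiers. This was the one alternative under which the count was above 0. It stayed at 0 with 60 arrays, with the dog as a block and without each dog in turn.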

The unpaired multifactorial analysis of the 6 hr time point showed only nine differentially expressed genes (DEG). Of these, only five could be assigned to hitherto known genes (Table 2). 

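Among the named genes of Table 2, the 6 hr interaction of GFI1 (NM_001012719) was 0.87 on the log2 scale (standard error 0.24), that of DBX1 (XM_542531.2) 0.78 (standard error 0.19) and that of ZFAT (ENSCAFT00000001794) -0.7 (standard error 0.19). The transcript TC78107 had 0.98 (standard error 0.28) and CO597689 had -0.79 (standard error 0.22). Their unadjusted p from limma ranged from 0.000152 for DBX1 to 0.000925 for TC78107. GFI1 was higher at the allergen than at the saline site in 6 of 6 sensitized dogs by a mean of 0.96 (adjusted p = 0.0017, limma) and in 5 of 6 nonsensitized dogs by 0.09. DBX1 and ZFAT were dim: DBX1 was well above background on 2 of 6 saline arrays of sensitized dogs and on 1 of 6 allergen arrays of nonsensitized dogs. CO597689 was well above background on none of the sensitized dogs' allergen arrays and none of the nonsensitized dogs' saline arrays, so both of its changes are read partly from background.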

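At 24 hr, allergen and saline sites of 5 sensitized dogs (6 for saline) and of 6 nonsensitized dogs were compared. The interaction gave 399 DEG by limma, 253 with a positive and 146 with a negative coefficient, at FDR 5% and 1.5-fold. The largest coefficient was 3.89 and the lowest was -2.77 on the log2 scale. At an unadjusted p below 0.05 there were 5961 identifiers. The number depended on how the pairing of the biopsies was treated and on single dogs. With the dog as a block, which raised it most, 881 were positive and 616 negative. With all 60 arrays, 353 were positive and 356 negative. Without dog 2855 there were 11 positive and 2 negative, without dog 2802 there were 30 and 11, and without dog 2800 there were 33 and 9. Against a null of 1.5-fold rather than 0 (limma's treat), none were past FDR 5%.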

The unpaired multifactorial analysis of the skin biopsy specimens 24 hr after treatment revealed 587 DEG; 361 were upregulated and 226 were downregulated in the skin of sensitized dogs (Table 3). 

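The coefficients of the individual genes can be set beside those of File S2, which holds 588 genes. For 583 of them a probe passed the filter here. The recomputed value of a gene was here the mean over its listed probes, not the brightest probe, and each had the same sign. Across these genes, which are not independent replicates, Pearson's correlation between the paper's coefficients and the recomputed values was 0.9997, and the median absolute difference was 0.009. The largest was 0.33. By the brightest probe, as genes are reported elsewhere, the 36 genes of Table 4 differed from the paper by up to 0.48. Of the listed genes, 352 were also called here at FDR 5% and 1.5-fold, and 568 were called at an unadjusted p below 0.002 and 1.5-fold. In the paper's list, the highest unadjusted p is 0.00196 and the highest limma adjusted p is 0.0778, with 388 genes below an adjusted p of 0.05. In the other direction, 422 of the 430 probes called here belong to listed genes.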

The complete list of DEG between sensitized and nonsensitized dogs 24 hr after patch test with allergen and saline is provided in the File S2.

**Table 1:** Statistical analysis and differentially expressed genes in allergic and nonallergic dogs after patch testing with allergen and saline

Comparison	Groups Included and Calculation	Up	Down
Two-class unpaired, 0 hr	A0hr-N0hr	0	0
Unpaired multifactorial, 6 hr	(A.a0.6hr-A.s0.6hr)-(N.a.6hr-N.s.6hr)	6	3
Unpaired multifactorial, 24 hr	(A.a.24hr-A.s.24hr)-(N.a.24hr-N.s.24hr)	361	226

A, allergic; a, allergen; s, saline; N, nonallergic.

**Table 2:** Differentially expressed genes 6 hr after PT

Cfa*^a^*: Entrez GeneID	Cfa: Gene Symbol	Primary Accession	RefSeq Accession	Genbank Accession	Hsa: Entrez GeneID	Hsa: Gene Symbol	Coeff.	p-value*^a^*	p-value adj.*^b^*
482051	*ZFAT*	ENSCAFT00000001794	XM_843165	ENSCAFT00000001794	482051	*ZFAT*	−0.651	0.0003	0.999
—	—	CO597689		CO597689	—	*—*	−0.725	0.0006	0.999
—	—	BI421087			—	*—*	−0.809	0.0009	0.999
—	—	TC78107			—	*—*	0.972	0.0009	0.999
403981	*CCL2*	NM_001003297	NM_001003297	NM_001003297	—	*—*	1.973	0.0015	0.999
448792	*CCL8*	NM_001005255	NM_001005255	NM_001005255	448792	*CCL8*	1.953	0.0017	0.999
—	—				—	*—*	0.632	0.0006	0.999
485412	*DBX1*			XM_542531	485412	*LOC486388*	0.697	0.0002	0.999
490156	*GFI1*	NM_001012719	NM_001012719	NM_001012719	490156	*GFI1*	0.827	0.0008	0.999

Cfa, Canis lupus familiaris; Hsa, Homo sapiens; Coeff., log2 fold change.

a p-value = nominal p-value.

b p-value adj. = p-value corrected for multiple testing.

**Table 3:** Gene set 1 and set 2 results of DAVID analysis with the highest enrichment scores

Gene Set	Functional Annotation Cluster Description*^a^*	Enrichm. Score*^b^*	Genes*^c^*
1	Immune response (49; 4.73)*^d^*; inflammatory response (31; 6-36); response to wounding (37; 4.65); defense response (39; 4.23)	15.29	65
2	Epidermis development (13, 8.53); epidermal cell differentiation (7; 11.74); epithelial cell differentiation (8; 7.05); keratinocyte differentiation (6, 10.98), epithelium development (9;0.4.79); cornified envelope (3; 16.60); keratinization (3; 8.43)	4.14	14
2	Cytoskeleton (27; 2.38)	3.23	27
2	Cell junction (16; 3.76); anchoring junction (9; 6.37); apical junction complex (6; 7.38); adherens junction (7; 5.50)	2.22	16
2	Desmosome (3; 18.26), tight junction (3; 5.84)	1.58	6

a Based on the most prominent "terms."

b Geometric mean (in −log10) of p-values of groups with corresponding "annotation clusters."

c Total number of genes in one cluster.

d In parentheses: number of genes and the "fold enrichment of the functional term."

### Bioinformatics analysis of DEG 24 hr after PT

To visualize gene expression changes between treatments and sensitized compared with control dogs, hierarchical cluster analysis (HCL) and clustering of similar expression profiles over time [self-organizing tree algorithm (SOTA) analysis] were performed based on expression values relative to the mean expression value of all samples for each gene, respectively. The input for the SOTA analysis was: Metric: Pearson correlation, max. cycles: 3, with default parameters [mean-centered log2-transformed normalized expression values (vsn value − mean of vsn values of all samples)]. HCL analysis was performed with the DEG of the 24 hr unpaired multifactorial analysis to group these genes based on similarity in expression across the treatment groups and to cluster the groups on the basis of similarities in gene expression pattern (Figure 2). Basically, this analysis revealed two major gene sets. Each gene set was then used to extract functional gene sets by “functional annotation clustering” and “functional annotation chart” analyses with DAVID. 

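The rule for naming genes, set before the data were examined, included the 5 named DEG with the largest positive 24 hr interaction. The preference among symbols and the omission of symbols of the LOC kind were settled after values were seen. The 5 genes were PTX3, ADAMTS4, IL6, SDSL and SELE. Pentraxin 3 (PTX3, ENSCAFT00000014125) had an interaction of 3.73 (standard error 0.7, adjusted p = 0.00626, limma). Its log2 value was 9.09 ± 0.67 (SD, n = 5) at allergen and 10.12 ± 0.73 (SD, n = 6) at saline sites of sensitized dogs. In nonsensitized dogs it was 5.93 ± 0.53 (SD, n = 6) and 10.68 ± 0.66 (SD, n = 6), so it was lower at allergen than at saline sites in both groups and much lower in the nonsensitized dogs. The protease gene ADAMTS4 (TC69822) had an interaction of 3.34 and IL6 (NM_001003301) one of 2.9. Both fell in 6 of 6 nonsensitized dogs, ADAMTS4 with a mean of -2.98 (adjusted p = 0.00402, limma) and IL6 with one of -2.52 (adjusted p = 0.00486, limma), and rose in 3 of 5 sensitized dogs. Without dog 2855 the limma adjusted p of the ADAMTS4 and IL6 interactions was 0.234 for each. IL6 was well above background on 1 of 6 allergen arrays of nonsensitized dogs, so its fall and its interaction are not exact values, and the interaction ranged from 1.7 to 4.86 over the other settings. SDSL (ENSCAFT00000036124) rose in 5 of 5 sensitized dogs by 2.36 (adjusted p = 0.000923, limma) and fell in 4 of 6 nonsensitized dogs, with a mean of -0.38. E-selectin (SELE, NM_001003310) rose by 1.53 in the sensitized dogs and had a mean of -0.94 in the nonsensitized dogs, each short of FDR 5%, with an interaction of 2.47 that was past it.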

DAVID analysis of gene set 1, which contained genes with increased expression in sensitized dogs, revealed genes related to "immune response" and "inflammatory response" (Table 3). In contrast, genes belonging to gene set 2 (decreased in sensitized dogs) were known to be involved in epidermal development and skin barrier formation (Table 3). 

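By the same rule, the 5 named DEG with the largest negative interaction were AOH2, IL37, FMO2, FLG2 and ASPRV1. The aldehyde oxidase gene AOH2 (NM_001044749) had an interaction of -2.77 (standard error 0.59, adjusted p = 0.0137, limma). It was lower at the allergen than at the saline site in 5 of 5 sensitized dogs, at 8.88 ± 1.34 (SD, n = 5) against 11.11 ± 0.49 (SD, n = 6), and higher in 6 of 6 nonsensitized dogs, at 12.08 ± 0.61 against 11.54 ± 0.44 (SD, n = 6 each). IL37 (ENSCAFT00000011629) had an interaction of -1.75 and was lower in 4 of 5 sensitized dogs with a mean of -1.57. FMO2 (ENSCAFT00000023766) had an interaction of -1.74. It was lower in 5 of 5 sensitized dogs and higher in 6 of 6 nonsensitized dogs, by means of -0.83 and 0.91 that were each short of FDR 5%. As a set, the probes of the downregulated genes of File S2 were lower at the allergen site in 5 of 5 sensitized dogs (-0.46 ± 0.22, SD) and higher in 6 of 6 nonsensitized dogs (0.34 ± 0.21, SD). This list was chosen by the paper on these arrays, so the values describe it and are not independent evidence for it.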

Detailed results of DAVID analyses of gene set 1 and gene set 2 and the used gene lists are provided in File S3.

To determine if there were gene sets with a similar expression profile over time, SOTA analysis was performed and genes were assigned to four clusters (Figure 3). Genes of the first cluster showed increased expression in both sensitized and nonsensitized dogs after saline and allergen treatment. 

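Values of this cluster were taken from the genes that File S4 lists under its leading term, immune response. Of the 49 genes, 39 could be matched to probes, with 50 probes past the filter. The list score of an array is the mean over these probes of the log2 value minus the probe's mean over all arrays. In untreated skin it was -0.64 ± 0.13 (SD, n = 6) in sensitized and -0.64 ± 0.22 (SD, n = 6) in nonsensitized dogs. Set against the untreated skin of the same dog, it was higher at 6 hr saline sites by 0.11 ± 0.24 (SD, 3 of 6 sensitized dogs higher) and by 0.36 ± 0.34 (SD, 5 of 6 nonsensitized dogs). At 6 hr allergen sites it was higher in 6 of 6 dogs of either group, by 0.84 ± 0.29 (SD) in the sensitized and by 0.61 ± 0.57 (SD) in the nonsensitized dogs. At 24 hr saline sites it was higher by 1.08 ± 0.26 (SD) and by 1.39 ± 0.17 (SD), again in 6 of 6 dogs of either group. For 6 dogs that all move one way, the exact sign-flip test gives p = 0.0312, which is the smallest it can give and which was 0.0685 after adjustment over the family of 112 such tests.

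**Figure D1:**
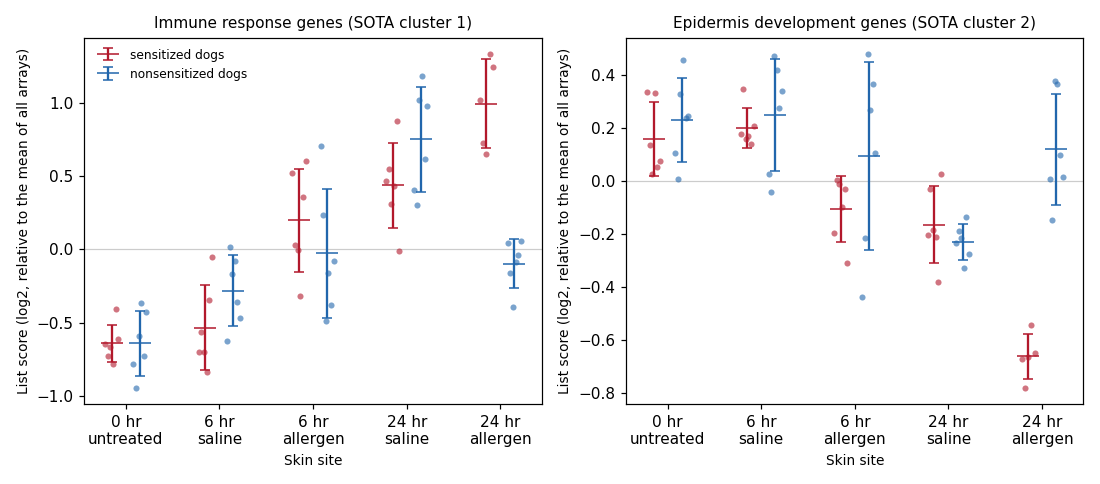
List scores on the log2 scale, relative to the mean of all arrays, by skin site for the immune response genes of cluster 1 (left) and the epidermis development genes of cluster 2 (right). Points are dogs, sensitized in red and nonsensitized in blue, and bars are the mean and SD. In the left panel the 24 hr allergen sites lie between 0.65 and 1.33 in the 5 sensitized dogs.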

The allergen-treated skin of sensitized dogs showed the greatest increase. 

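At 24 hr allergen sites, the immune response score of the sensitized dogs was above that of their untreated skin by 1.61 ± 0.2 (SD, n = 5, higher in 5 of 5). In nonsensitized dogs the rise was 0.54 ± 0.26 (SD, n = 6, higher in 6 of 6). The scores themselves were 0.99 ± 0.3 (SD, n = 5) and -0.1 ± 0.17 (SD, n = 6). The excluded specimen had a score of 1.21, within the range of the other 5. With 5 dogs the exact sign-flip test gives no p below 0.0625. The 24 hr arrays were on other slides than the 0 hr arrays, except for 2 allergen arrays of sensitized dogs, of which 1 was the excluded specimen, so a rise from 0 hr includes any difference between those slides.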

There was no further increase between the 6 hr and the 24 hr time points in the allergen-treated skin of nonsensitized dogs. 

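Between 6 hr and 24 hr, the immune response score at allergen sites of nonsensitized dogs changed by -0.07 ± 0.38 (SD, higher in 4 and lower in 2 of 6 dogs; exact two-sided sign-flip test, p = 0.719). At saline sites of the same dogs it rose by 1.03 ± 0.4 (SD), in 6 of 6 dogs. In sensitized dogs it rose by 0.76 ± 0.21 (SD) at allergen sites, in 5 of 5 dogs, and by 0.97 ± 0.46 (SD) at saline sites, in 6 of 6 dogs. The allergen sites of the nonsensitized dogs were the 1 of the 4 kinds of treated site without a rise of this score. In each group of dogs, the 6 hr and 24 hr arrays of a site were on different slides. A change between these times, here and in what follows, includes any difference between those slides.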

Genes of cluster 1 were associated with functional categories such as "immune response," "inflammatory response," and "response to injury." Genes of the second cluster showed a reverse expression profile to the first cluster with decreasing expression over time. 

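For this cluster the score was taken over the 8 genes that File S4 lists under epidermis development (11 probes, each past the filter). Relative to untreated skin of the same dog it changed little at 6 hr saline sites, by 0.04 ± 0.16 (SD) in sensitized and 0.02 ± 0.09 (SD) in nonsensitized dogs. At 6 hr allergen sites it was lower in 6 of 6 sensitized dogs, by a mean of -0.27 ± 0.21 (SD), and in 4 of 6 nonsensitized dogs, with a mean of -0.14 ± 0.26 (SD). At 24 hr saline sites it was lower in 6 of 6 dogs of either group, with means of -0.32 ± 0.21 (SD) and -0.46 ± 0.2 (SD).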

The strongest decrease was seen in the allergen-treated skin of sensitized dogs. 

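The epidermis development score at 24 hr allergen sites of sensitized dogs was -0.66 ± 0.08 (SD, n = 5), which was below untreated skin of the same dogs in 5 of 5 (mean -0.83 ± 0.18, SD). In nonsensitized dogs the score at these sites was 0.12 ± 0.21 (SD, n = 6), lower than untreated skin in 5 of 6 dogs with a mean of -0.11 ± 0.09 (SD; exact two-sided sign-flip test, p = 0.0625). The excluded specimen had the lowest score, -1.58, and would take the mean of the sensitized dogs to -0.79 ± 0.39 (SD, n = 6).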

There was no further decrease, but rather an increase between 6 hr and 24 hr in allergen-treated skin of nonsensitized dogs. 

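In allergen-treated skin of the nonsensitized dogs, the epidermis development score changed by 0.02 ± 0.25 (SD) from 6 hr to 24 hr. It rose in 3 of 6 dogs and fell in 3 (exact two-sided sign-flip test, p = 0.844), so neither a rise nor a fall exceeded the spread between dogs. The downregulated list of File S2, which is not limited to this cluster, rose there in 5 of 6 dogs (0.19 ± 0.22, SD; p = 0.0625 by the same exact test). The epidermis development score fell over the same interval at their saline sites in 6 of 6 dogs (-0.48 ± 0.24, SD), at allergen sites of 5 of 5 sensitized dogs (-0.53 ± 0.16, SD) and at saline sites of 6 of 6 sensitized dogs (-0.37 ± 0.11, SD).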

For the genes of cluster 2, the functional terms "epidermis development," "epidermal differentiation," and "keratinocyte differentiation" showed the highest enrichment scores. *Prima facie* cluster 3 and cluster 4 showed equal expression behavior. 

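For clusters 3 and 4, File S4 lists genes under cell junction, 6 in each. All 6 of cluster 3 were matched, with 7 probes, and 5 of cluster 4, with 5 probes. From 6 hr to 24 hr, the score of the cluster 3 genes at allergen sites of sensitized dogs changed by -0.41 ± 0.13 (SD) and that of the cluster 4 genes by -0.42 ± 0.07 (SD), each lower in 5 of 5 dogs.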

In both gene clusters, the expression in the skin of allergen-treated sensitized dogs decreased between 6 hr and 24 hr. The expression in the other groups increased to that of the 6 hr biopsy and then also decreased to that of the 24 hr time point, with one exception in cluster 3, where the expression increased between the 6 hr and 24 hr time points in the skin of allergen-treated nonsensitized dogs. 

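In nonsensitized dogs at allergen sites, the cluster 3 score rose from 6 hr to 24 hr in 6 of 6 dogs, by a mean of 0.25 ± 0.19 (SD; exact two-sided sign-flip test, p = 0.0312, the smallest it can give; adjusted 0.0685). The cluster 4 score did not change there (0.0 ± 0.18, SD, higher in 3 of 6). At saline sites the cluster 3 score decreased by 0.22 in sensitized dogs (6 of 6) and decreased by 0.2 in nonsensitized dogs (4 of 6), and the cluster 4 score decreased by 0.27 and decreased by 0.44 (6 of 6 in either group). The increase from untreated skin to 6 hr saline sites was 0.1 ± 0.18 (SD) for cluster 3 in sensitized dogs and 0.07 ± 0.14 (SD) in nonsensitized dogs. For cluster 4 it was 0.17 ± 0.27 (SD) and 0.17 ± 0.08 (SD), and only the last was positive in 6 of 6 dogs. At 6 hr allergen sites of nonsensitized dogs there was no increase over untreated skin: the means were -0.07 ± 0.26 (SD) for cluster 3 and 0.0 ± 0.23 (SD) for cluster 4.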

Cluster 3 and cluster 4 contained both genes related to cell junctions. 

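Taken over both clusters, the cell junction score (11 of 12 genes, 12 probes) had a 24 hr interaction of -0.7 on the log2 scale. The cluster 3 genes alone gave -0.75 and the cluster 4 genes -0.64. Each had p = 0.00216 in the exact two-sided permutation of the sensitization labels over the 12 dogs, which is the smallest p that the 924 splits can give. The paper chose these genes on these arrays, so the tests are not independent evidence. Within dogs, the cluster 3 score was lower at allergen than at saline sites at 24 hr in 5 of 5 sensitized dogs (-0.41 ± 0.21, SD) and higher in 6 of 6 nonsensitized dogs (0.31 ± 0.2, SD).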

Details of the DAVID results for the SOTA clusters are shown in File S4.

DEG were further categorized and genes of interest were selected based on a literature review and the literature proposed by CoPub (Table 4).

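Table 4 gives 36 genes, each with a probe past the filter and each with a 24 hr interaction of the same sign as in the table. Of the 17 genes with a positive coefficient, 10 were past FDR 5% and 1.5-fold over all genes tested by limma, and 17 were past FDR 5% when adjusted over the list alone. Of the 19 with a negative coefficient, 9 were past both limits, 10 were past FDR 5%, and 19 were past it when adjusted over the list alone. The study chose these genes on the same arrays, so the adjustment over the list alone is not independent evidence.
The parts of the interaction differed between the sets. For the positive set, the median allergen minus saline difference was 0.4 in sensitized dogs (-0.24 to 1.46) and -0.92 in nonsensitized dogs (-2.54 to -0.3). In the former, 1 of the 17 genes was past FDR 5%, and in the latter 11 were, all of them lower at the allergen site. For the negative set, the medians were -0.46 in sensitized and 0.27 in nonsensitized dogs, with 6 genes past FDR 5% in the former and none in the latter (limma; at an unadjusted p below 0.05, 9 of the 19 differed in nonsensitized dogs). Leaving out 1 dog changed many calls. Of 32 named genes past both limits, 4 remained past them without dog 2855 and 6 without dog 2800 or dog 2802. With the dog as a block, 19 of the 22 other named genes were past them as well.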

**Table 4:** Selected DEG of interest with corresponding fold changes (FC)

Human Gene Symbol	Human Entrez Gene ID	Cfa Gene Symbol	Cfa Entrez/ Ensembl Gene ID	Human Gene Description	Coeff. Diff_AvsN_24h	FC	p-value	p-value adj.
*CCL8*	6355	*CCL8*	448792	Chemokine (C-C motif) ligand 8	2.07	4.2	0.0009	0.0483
*FCGR3A*	2214	*FCGR3A*	478984	Fc fragment of IgG low affinity IIIa receptor (CD16a)	0.96	1.9	0.0000	0.0116
*IL13RA2*	3598	*IL13RA2*	403622	Interleukin 13 receptor alpha 2	2.15	4.4	0.0000	0.0014
*IL18BP*	10068	*IL18BP*	476818	Interleukin 18 binding protein	2.27	4.8	0.0001	0.0160
*IL33*	90865	*IL33*	403810	Interleukin 33	1.73	3.3	0.0000	0.0143
*SOCS3*	9021	*SOCS3*	442949	Suppressor of cytokine signaling 3	1.32	2.5	0.0008	0.0524
*CHI3L1*	1116	*CHI3L1*	490222	Chitinase 3-like 1 (cartilage glycoprotein-39)	2.18	4.5	0.0009	0.0550
*CLEC7A*	64581	*CLEC7A*	611385	C-type lectin domain family 7 member A	0.64	1.6	0.0011	0.0591
*BCL3*	602			B-cell CLL/lymphoma 3	0.72	1.7	0.0010	0.0565
*CXCR6*	10663	*CXCR6*	608840	Chemokine (C-X-C motif) receptor 6	0.68	1.6	0.0003	0.0312
*ADORA2B*	136	*ADORA2B*	403410	Adenosine A2b receptor	0.71	1.6	0.0017	0.0740
*FCGR2B*	2213			Fc fragment of IgG low affinity IIb receptor (CD32)	1.36	2.6	0.0005	0.0385
*MRC1*	4360	*LOC487114*	487114	Mannose receptor C type 1	1.60	3.0	1.0E−05	0.0072
*OSMR*	9180	*OSMR*	489223	Oncostatin M receptor	1.03	2.0	0.0001	0.0160
*TNFAIP6*	7130	*TNFAIP6*	476147	Tumor necrosis factor alpha-induced protein 6	2.61	6.1	0.0013	0.0649
*TNFSF9*	8744	*TNFSF9*	476729	Tumor necrosis factor (ligand) superfamily member 9	1.32	2.5	0.0003	0.0320
*TNFSF13B*	603969	*TNFSF13B*	485545	Tumor necrosis factor (ligand) superfamily member 13b	1.07	2.1	0.0005	0.0353
*TGM1*	7051	*TGM1*	403630	Transglutaminase 1 (K polypeptide epidermal type I protein-glutamine-gamma-glutamyltransferase)	−0.60	−1.5	0.0002	0.0283
*DSP*	1832	*DSP*	488207	Desmoplakin	−0.63	−1.5	0.0004	0.0357
*SPINK5*	11005	*SPINK5*	478055	Serine peptidase inhibitor Kazal type 5	−0.83	−1.8	0.0011	0.0601
*FLG2*	388698		ENSCAFT00000020610	Filaggrin family member 2	−1.88	−3.7	0.0000	0.0150
*CALML5*	51806	*CALML5*	487146	Calmodulin-like 5	−0.73	−1.7	0.0019	0.0761
*ASPRV1*	151516	*ASPRV1*	481416	Aspartic peptidase retroviral-like 1	−1.25	−2.4	0.0000	0.0114
*OCLN*	4950	*OCLN*	403844	Occludin	−0.66	−1.6	0.0001	0.0176
*PPARA*	5465			Peroxisome proliferator-activated receptor alpha	−0.84	−1.8	0.0005	0.0397
*PPL*	5493	*PPL*	490021	Periplakin	−0.64	−1.6	0.0003	0.0339
*SCEL*	8796			Sciellin	−1.18	−2.3	0.0001	0.0226
*GATA3*	2625	*GATA3*	487134	GATA binding protein 3	−0.84	−1.8	0.0012	0.0620
*LOR*	4014	*LOR*	609440	Loricrin	−1.40	−2.6	0.0011	0.0591
*DMKN*	93099	*DMKN*	476484	Dermokin	−0.92	−1.9	0.0004	0.0359
*KPRP*	448834	*KPRP*	ENSCAFG00000013003	Keratinocyte proline-rich protein	−1.42	−2.7	0.0006	0.0443
*SGMS1*	259230	*LOC477583*	ENSCAFT00000031827	Sphingomyelin synthase 1	−0.59	−1.5	0.0007	0.0468
*ALOXE3*	59344	*ALOXE3*	489487	Arachidonate lipoxygenase 3	−0.64	−1.6	0.0015	0.0697
*DSG1*	1828	*DSG1*	403401	Desmoglein 1	−0.68	−1.6	0.0008	0.0519
*ASAH2*	56624	*ASAH2*	486461	N-acylsphingosine amidohydrolase (nonlysosomal ceramidase) 2	−0.93	−1.9	0.0008	0.0506
*CGN*	57530	*CGN*	483198	Cingulin	−0.98	−2.0	0.0001	0.0158

### Validation of microarray results by quantitative real-time RT-PCR

To validate MA results, 18 of these genes were selected for quantitative PCR (qPCR). Results were analyzed with limma similar to the MA data. 

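On the arrays, the 18 genes of Table 5 had 24 hr interactions from -1.42 (KPRP) to 2.46 (CCL8), 7 positive and 11 negative. Of these, 10 were past FDR 5% and 1.5-fold over all genes tested by limma, and 11 were past FDR 5% alone. OCLN was the gene between the limits, with a change of 1.48-fold. The reference gene UBB (XM_858590.1) had an interaction of -0.04 (standard error 0.13), with a log2 value between 15.67 and 15.91 in each of the 10 groups; its sign changed under the unscaled series values and without dog 2841. For the qPCR data no values were analysed here.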

Overall, expression differences identified by MA analysis were confirmed (Table 5). 

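The array values of these genes also differed between dogs. CCL8 was higher at the allergen site in 2 and lower in 3 of 5 sensitized dogs, and so were IL33 and SOCS3, while each of these genes was lower in 6 of 6 nonsensitized dogs. DSG1 was higher in 2 of 5 sensitized dogs. With 1 dog left out at a time, the adjusted p of the CCL8 interaction from limma ranged from 0.0135 to 0.155, and that of IL18BP from 0.00494 to 0.124. For both genes the highest came without dog 2855. With the slide as a block the limma adjusted p was 0.0558 for the CCL8 and 0.0211 for the IL18BP interaction. The IL18BP interaction (DR104528) was 2.38 (standard error 0.55), from a rise of 1.46 at allergen sites of sensitized dogs, in 5 of 5, and a fall at those of nonsensitized dogs, in 5 of 6.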

For some of the analyzed genes, p-values were not significant (p>0.05) because of variations in expression differences between dogs.

**Table 5:** Comparison of unpaired multifactorial results between microarray and qPCR data

		Microarray				qPCR			
Up	Gene Symbol	Coeff.	FC	p-value	p-value adj.	Coeff. C_T_ value	FC	p-value	p-value adj.
	*CCL8*	2.07	4.2	0.0009	0.0483	−3.68	12.8	0.0002	0.0005
	*FCGR3A*	0.96	1.9	0.0000	0.0116	−2.02	4.1	0.0130	0.0207
	*IL13RA2*	2.15	4.4	0.0000	0.0014	−2.44	5.4	0.0000	0.0000
	*IL18BP*	2.27	4.8	0.0001	0.0160	−3.24	9.4	0.0002	0.0004
	*IL33*	1.73	3.3	0.0000	0.0143	−2.08	4.2	0.0001	0.0004
	*SOCS3*	1.32	2.5	0.0008	0.0524	−1.80	3.5	0.0614	0.0701
	*CLEC7A*	0.64	1.6	0.0011	0.0591	−1.17	2.2	0.0272	0.0680
Down									
	*TGM1*	−0.60	−1.5	0.0002	0.0283	0.50	−1.4	0.0481	0.0642
	*DSP*	−0.63	−1.5	0.0004	0.0357	0.57	−1.5	0.1045	0.1045
	*FLG2*	−1.41	−2.7	0.0001	0.0166	1.65	−3.1	0.0227	0.0680
	*DMKN*	−0.92	−1.9	0.0004	0.0359	1.06	−2.1	0.0466	0.0777
	*ALOXE3*	−0.64	−1.6	0.0015	0.0697	0.61	−1.5	0.1404	0.1404
	*DSG1*	−0.68	−1.6	0.0008	0.0519	0.93	−1.9	0.0627	0.0783
	*SPINK5*	0.83	−1.8	0.0011	0.0601	0.76	−1.7	0.0393	0.0514
	*OCLN*	−0.66	−1.6	0.0001	0.0176	0.72	−1.6	0.0000	0.0002
	*PPARA*	−0.84	−1.8	0.0005	0.0397	1.01	−2.0	0.0014	0.0023
	*LOC476953/SCEL*	−1.78	−2.3	0.0001	0.0226	1.38	−2.6	0.0001	0.0002
	*KPRP*	−1.42	−2.7	0.0006	0.0443	1.79	−3.5	0.0003	0.0008

## Discussion

This study evaluated the cutaneous gene expression of six normal and six house dust mite–sensitized dogs under controlled environmental conditions using patch tests. Two patches were applied to each dog, one with the allergen (D.f.) and the other with saline. Biopsy specimens were collected before and at 6 hr and 24 hr after patch application. We identified 587 differentially expressed genes between sensitized and normal control dogs. In our setting, variables such as breed, age, chronicity, and living conditions were standardized. In previous studies, dogs with naturally occurring disease were evaluated (Merryman-Simpson *et al.* 2008; Wood *et al.* 2009) and their variation in the above listed factors made it more difficult to identify subgroups of genes deregulated in AD. As expected, no dog showed dermatologic changes after saline treatment, similar to the findings of Marsella *et al.* (2006). The clinical change detected after 24 hr is in agreement with our histological findings, in which the influx of inflammatory cells was limited to the allergen-treated skin of the sensitized dogs.

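Untreated skin of the groups of dogs was also compared by the lists of genes from the clusters. The immune response score differed by -0.0 between sensitized and nonsensitized dogs (exact two-sided permutation of the dogs, p = 0.987), the epidermis development score by -0.07 (p = 0.433 by the same permutation) and the cell junction score by -0.05 (p = 0.552 by the same permutation). For the epidermis development score, the SD between the dogs of a group was 0.14 and 0.16. The 6 arrays of untreated skin of nonsensitized dogs were scanned in a single session, which also held 5 of the 6 of sensitized dogs.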

Microarray analysis of skin biopsy samples collected before the patch test (0 hr) did not reveal any DEG. This supports the hypothesis that artificially sensitized dogs should not suffer from a genetically determined defective skin barrier and corresponding gene expression changes. Furthermore, these results suggest that sensitization does not induce a permanent expression change of genes involved in inflammation, but rather an ability for disturbed reactivity on re-exposure to allergen.

Unexpectedly, the multifactorial analysis of the 6 hr biopsy specimens revealed only nine DEG, and of these genes only five were sufficiently annotated. 

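Each group of dogs was also examined by itself at 6 hr. In the sensitized dogs, allergen and saline sites differed in 182 DEG by limma, 175 of them higher at the allergen site, with coefficients up to 3.43. In the nonsensitized dogs there were 16, each of them higher at the allergen site, and at an unadjusted p below 0.05 there were 2459 against 4089 in the sensitized dogs. A difference between these counts is not a test of a difference between the dogs, which is the interaction. The count in sensitized dogs was 33 without dog 2838 and 382 with the dog as a block.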

Because only a few genes were upregulated or downregulated even before the adjustment, it seems likely that the short time period did not permit changes of sufficient magnitude to reach statistical significance. 

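The 6 hr interactions of the File S2 lists had the sign they had at 24 hr, without passing a test on the dogs. The upregulated list had a 6 hr interaction of 0.34 (exact two-sided permutation, p = 0.119, adjusted 0.255) and the downregulated list one of -0.11 (p = 0.331 by the same permutation, adjusted 0.552). Within dogs, the upregulated list was higher at 6 hr allergen than saline sites in 6 of 6 sensitized dogs (0.55 ± 0.22, SD) and in 3 of 6 nonsensitized dogs (0.21 ± 0.43, SD). The downregulated list was lower there in 6 of 6 sensitized (-0.31 ± 0.16, SD) and 5 of 6 nonsensitized dogs (-0.2 ± 0.21, SD). At 24 hr the means of nonsensitized dogs had the other sign, -0.66 for the upregulated and 0.34 for the downregulated list. Without dog 2704, the 6 hr interaction of the upregulated list was 0.51 with a permutation p of 0.00216, the smallest that the splits can give. The limma set test camera, with its preset correlation between genes, gave 1.488e-44 for this list. With the correlation estimated from the data it gave 0.009763, and the rotation test fry gave 0.06069.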

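At 6 hr, CCL2 (NM_001003297) had an interaction of 1.98 and CCL8 (NM_001005255) one of 1.97, each with a standard error of 0.59 and an unadjusted p of 0.00147 and 0.00168 (limma). At allergen sites of sensitized dogs, the log2 value of CCL2 was 14.15 ± 0.83 and that of CCL8 was 10.76 ± 0.75 (SD, n = 6 each). At their saline sites these were 11.3 ± 0.27 and 7.87 ± 0.32 (SD, n = 6 each). In nonsensitized dogs, CCL2 was at 12.76 ± 1.34 at allergen and 11.9 ± 0.92 at saline sites, and CCL8 at 9.44 ± 1.32 and 8.52 ± 1.03 (SD, n = 6 each). Both genes were higher at the allergen site in 6 of 6 dogs of either group. The differences in the sensitized dogs, 2.85 and 2.89, had an adjusted p of 5.94e-05 each from limma. A further probe gave 1.96 for CCL2, and a further probe of CCL8 gave 0.98.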

The inflammatory chemokine (C-C motif) ligands (CCL) 2 and 8 showed the highest gene expression changes.

In contrast, the 24 hr specimen analysis showed 587 DEG. 

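The DEG of the 24 hr interaction can be split into the change in each group of dogs. The 253 identifiers with a positive interaction have 275 probes past the threshold. At allergen relative to saline sites, these were higher by a median of 0.37 in sensitized dogs and had a median of -0.59 in nonsensitized dogs. For 178 of the probes (64.7%) the change in the nonsensitized dogs was the larger one. Tested in one group of dogs by limma, 41 were called higher in sensitized dogs and 111 were called lower in nonsensitized dogs. The 155 probes with a negative interaction had medians of -0.46 in sensitized and 0.33 in nonsensitized dogs, and for 45 of them (29.0%) the change in the nonsensitized dogs was the larger one. Of these, 27 were called lower in sensitized dogs and 5 higher in nonsensitized dogs.
Over all genes, allergen and saline sites at 24 hr differed in 122 DEG in sensitized dogs, 78 higher and 44 lower at the allergen site. In nonsensitized dogs there were 319, of which 46 were higher and 273 lower. The order of these counts depends on the excluded specimen: with 60 arrays there were 745 in sensitized and 256 in nonsensitized dogs.

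**Figure D2:**
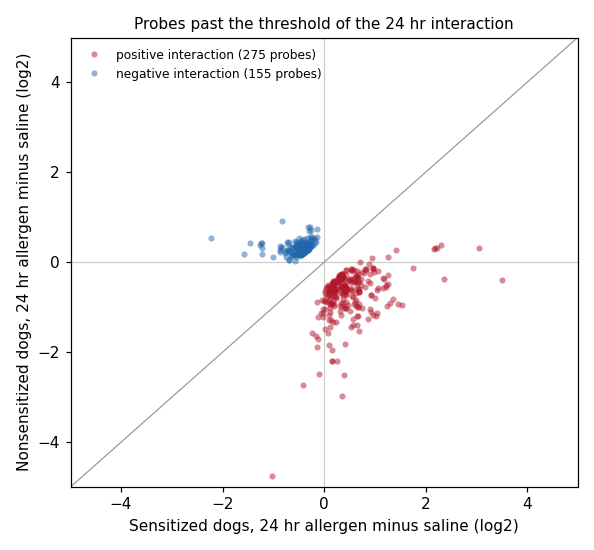
Allergen minus saline difference at 24 hr on the log2 scale in sensitized dogs (x axis) and nonsensitized dogs (y axis) for the probes past the threshold of the interaction, 275 with a positive interaction in red and 155 with a negative one in blue. The diagonal marks an equal change in both groups of dogs. Of the red probes, 266 lie below 0 on the y axis and 261 above 0 on the x axis.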

Validation of 18 selected genes by qPCR showed good agreement with the microarray data for these genes. Subsequent bioinformatics analysis of DEG 24 hr after PT assigned these genes to functional groups that are important for skin barrier formation and for an inflammatory response.

In contrast to normal dogs, genes related to inflammation, immune response, and response to injury increased in the skin of sensitized dogs. This was observed to a lesser degree in the control saline patch test area and more prominently with allergen PT. These results could be due to the resultant systemic effects of local allergen exposure, as presumed in human AD (Togias 2004). 

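The immune response score had a 24 hr interaction of 1.4 on the log2 scale (exact two-sided permutation of the dogs, p = 0.00216, the smallest that the 924 splits can give; adjusted p = 0.00648 over 15 list tests). Without 1 dog at a time it ranged from 1.25 to 1.49. The unscaled series values moved it most, to 1.76. The paper chose the genes of this list on these arrays, so the p values are not independent evidence. The interaction had a part in each group of dogs. The score was higher at allergen than at saline sites in 5 of 5 sensitized dogs (0.58 ± 0.39, SD) and lower in 6 of 6 nonsensitized dogs (-0.85 ± 0.43, SD). In the dogs with both arrays on the same slide, the means were 0.85 in 2 sensitized and -0.73 in 5 nonsensitized dogs.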

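At saline sites at 24 hr, the immune response score was 0.44 ± 0.29 (SD, n = 6) in sensitized and 0.75 ± 0.36 (SD, n = 6) in nonsensitized dogs. At 6 hr it was -0.53 ± 0.29 and -0.28 ± 0.24 at saline sites, and 0.2 ± 0.35 and -0.03 ± 0.44 at allergen sites (SD, n = 6 each). Saline sites had higher mean scores in nonsensitized than in sensitized dogs at both times. Over all genes, limma counted 1211 DEG between 6 hr saline sites and untreated skin of sensitized dogs and 4178 at 24 hr. In nonsensitized dogs there were 1033 and 9982. With the slide as a block, the 6 hr counts were 0 in each group of dogs, and at an unadjusted p below 0.05 they were 2412 and 2175 (limma). The blocked counts for 24 hr are left out, because among the 59 arrays only 1 of 24 hr was on a slide that also held 0 hr arrays.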

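The 24 hr interaction of the epidermis development genes of cluster 2 was -0.85 on the log2 scale (exact two-sided permutation of the dogs, p = 0.00216, adjusted 0.00648). The alternatives gave -1.01 to -0.77, with the lowest value from all 60 arrays. The cell junction genes of clusters 3 and 4 ranged from -0.86 to -0.64 over the alternatives, with a permutation p of at most 0.00866. With camera, with camera under an estimated correlation and with fry, both lists were past an unadjusted p of 0.05 at 24 hr. The paper chose both lists on these arrays, so none of these tests at 24 hr is independent evidence. At 6 hr, the interactions were -0.15 for the epidermis development genes (permutation p = 0.149) and -0.07 for the cell junction genes (permutation p = 0.413).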

Most of the genes of the SOTA clusters 2–4 belonging to functional groups important for the skin barrier (epidermal differentiation and cell junctions) showed a reverse expression profile to genes of cluster 1 with a trend to decreased expression. 

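In allergen-treated relative to saline-treated skin at 24 hr, the epidermis development score was lower in 5 of 5 sensitized dogs (-0.47 ± 0.2, SD) and higher in 6 of 6 nonsensitized dogs (0.35 ± 0.24, SD). The cluster 4 cell junction score decreased by 0.32 in the former (5 of 5) and was higher by 0.28 in the latter (6 of 6). Group means of the cluster 3 score were -0.51 at allergen and -0.06 at saline sites of sensitized dogs, and 0.24 and -0.07 in nonsensitized dogs. For the cluster 4 score they were -0.46, -0.11, 0.1 and -0.18 in the same order.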

Sensitized dogs again had the strongest changes within the allergen-treated skin. In 2009 Elias and Schmuth postulated their new “outside-inside-outside” hypothesis referring to the pathogenesis of human AD (Elias and Schmuth 2009). They proposed that inherited skin barrier defects lead to increased penetration of allergens and that the subsequent inflammation further aggravates the skin barrier disruption by disturbing the protein synthesis in the stratum corneum. In our dogs, the skin barrier defects seem to be a result of inflammation rather than a preexisting genetic defect, which seems logical in these artificially sensitized dogs, and corresponds to a subset of human patients in which an immunologic defect is responsible for development of atopic disease (Oh *et al.* 2009; Trzeciak *et al.* 2010; Minegishi and Saito 2011). The expression of skin barrier genes in nonsensitized dogs slightly increased between 6 hr and 24 hr. This may be due to regulatory mechanisms that strengthen the skin barrier after an insult.

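Whether barrier genes rose in nonsensitized dogs between these time points depended on the list and the site. Relative to 6 hr sites of the same dog, the combined cell junction score at 24 hr allergen sites was higher in 5 of 6 nonsensitized dogs, by 0.15 ± 0.15 (SD; exact two-sided sign-flip test, p = 0.0625, adjusted 0.0909). The downregulated list of File S2 was higher there in 5 of 6 dogs by 0.19 ± 0.22 (SD; p = 0.0625 by the same exact test). At saline sites of these dogs the combined cell junction score fell in 6 of 6 (-0.3 ± 0.2, SD), and so did the downregulated list (-0.35 ± 0.24, SD). The 6 hr and 24 hr arrays of a site were on different slides in these dogs. From the absence of DEG before the patch test and the decreased expression of barrier genes at the 24 hr allergen sites of sensitized dogs, the paper proposes that the barrier defects resulted from inflammation and were not present before it.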

### DEG related to inflammation

The search for quantitatively enriched functional terms (DAVID) and biological key words (CoPub) associated with the 24 hr DEG revealed the highly enriched functional terms related to inflammation. The immunopathogenesis of AD is characterized by different Th-cell subsets and cytokine profiles. In both atopic dogs and humans, the acute inflammation is characterized by increased T-helper (Th) 2 cells and their cytokines (Leung 1999; Nuttall *et al.* 2002). In chronic inflammation, an increased Th1 response has also been noted in dogs (Nuttall *et al.* 2002).

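Among the named genes of this kind, the ligands TNFSF9 (A_11_P225203) and TNFSF13B (NM_001161710.2) had 24 hr interactions of 1.36 and 1.17, with adjusted p of 0.0394 and 0.0192 (limma). Both were higher at the allergen site in 4 of 5 sensitized dogs and lower in 6 of 6 nonsensitized dogs. The oncostatin M receptor OSMR (ENSCAFT00000029605) had 1.07 (adjusted p = 0.0179, limma), with a change of 0.15 in the sensitized and -0.92 in the nonsensitized dogs. The mannose receptor MRC1 (ENSCAFT00000007254) had 1.61, from 0.63 and -0.97. The toll-like receptor TLR2 (NM_001005264), with 0.94, and CLEC7A (ENSCAFT00000021418), with 0.7, had limma adjusted p of 0.0653 and 0.0658, which were 0.0217 and 0.0271 with the dog as a block. The transcriptional factor BCL3 (CO705157) and the adenosine receptor ADORA2B (NM_001002944) were short of FDR 5% as well. With the dog as a block their limma adjusted p were 0.0284 and 0.00614, and without 1 dog at a time they were past both limits in 3 and 2 of 12 fits. They changed by 0.07 and 0.14 in sensitized dogs and by -0.68 and -0.59 in nonsensitized dogs, and the latter changes were past FDR 5%.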

The genes related to inflammation that were upregulated in sensitized dogs after allergen challenge were chemokines, cytokines, their ligands, receptors involved in the innate and adaptive immune response, costimulatory molecules, and endogenous signaling or transcriptional factors. A number of chemokines [*CCL2*, *CCL3*, *CLL4*, *CCL8*, *CCL13*, *CCL19*, chemokine (C-X-C motif) ligand (CXCL) 1, *CXCL6*, *CXCL16*] were upregulated in sensitized dogs after allergen challenge, similar to what is observed in human atopic dermatitis (Taha *et al.* 2000; Giustizieri *et al.* 2001; Kaburagi *et al.* 2001). Similarly, the cytokine IL-33 was upregulated in our study and was also shown to play a role in human atopic dermatitis and anaphylaxis (Prefontaine *et al.* 2009). 

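Each of the 9 chemokines had a positive 24 hr interaction, from 0.92 (CCL3, ENSCAFT00000028854) to 2.46 (CCL8). Of these, 6 were past FDR 5% and 1.5-fold over all genes tested by limma, and 9 were past FDR 5% when adjusted over the list alone. In sensitized dogs the 9 were higher at allergen than at saline sites by a median of 0.52 (0.15 to 1.07), and none was past FDR 5% (limma; 4 had an unadjusted p below 0.05). In nonsensitized dogs the 9 were lower at allergen sites, with a median of -1.01 (-2.21 to -0.28), and 5 were past FDR 5%. CCL2 was at 14.1 ± 0.65 (SD, n = 5) at allergen and 13.95 ± 0.83 (SD, n = 6) at saline sites of sensitized dogs, and at 12.01 ± 0.33 and 14.22 ± 0.57 (SD, n = 6 each) in nonsensitized dogs. CCL19 (NM_001005256) had an interaction of 1.97 (standard error 0.42, adjusted p = 0.0132, limma) and CCL13 (ENSCAFT00000037424) one of 1.42 (standard error 0.33, adjusted p = 0.0205). CXCL16 (ENSCAFT00000036342) rose in 5 of 5 sensitized dogs by 0.65 and was lower in 6 of 6 nonsensitized dogs. CXCL6 (ENSCAFT00000038728) was not well above background on any allergen array of nonsensitized dogs, so its change is given as a bound: the saline sites of these dogs were at least 2.08-fold above their allergen sites. CCL4 (ENSCAFT00000028847) and CXCL1 (TC77835) had limma adjusted p of 0.116 and 0.0663, which were 0.0336 and 0.0368 with the dog as a block, where CCL3 had 0.0121.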

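For IL33 (NM_001003180), the brightest of 3 probes had a 24 hr interaction of 1.55 (standard error 0.65, adjusted p = 0.239, limma). The other probes gave 0.87 and 1.75, with limma adjusted p of 0.0175 and 0.0163. Without 1 dog at a time, the brightest probe's interaction ranged from 1.41 to 1.67 and was not past FDR 5% in any of the 12 fits. With the dog as a block its limma adjusted p was 0.00432.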

More details regarding the genes related to inflammation are discussed in the File S1.

### DEG related to skin barrier function

There is increasing evidence that a defective skin barrier plays an essential role in AD in humans and dogs, although it is not clear in dogs if this defect is primary or secondary. In some humans with AD, genetic mutations lead to a defective skin barrier function and (in combination with environmental factors) to an increased penetration of allergens, resulting in sensitization and development of atopic disease (Elias and Schmuth 2009). Defects of the skin barrier have also been reported in cAD (Inman *et al.* 2001; Hightower *et al.* 2008; Marsella *et al.* 2008). The epidermis serves as a barrier between the body and the environment. Its outermost layer, the stratum corneum, is multilayered and composed of flattened, non-nucleated corneocytes surrounded by a cornified envelope (CE) and multiple planar lamellar sheets and is enriched in ceramides, cholesterol, and free fatty acids (Elias 2005). Normal development of the CE plays a central role for the functions of the stratum corneum (Credille *et al.* 2009). For the physiological properties of the skin, a balance between normal cell proliferation and differentiation and controlled cell desquamation by corneosome degradation are essential (Chapman and Walsh 1990). Filaggrin proteins are essential for the formation of a cornified envelope, and a loss-of-function mutation has been described in humans with atopic dermatitis (Palmer *et al.* 2006). In contrast, in our study, not filaggrin, but rather filaggrin2, a protein with a possible overlapping and synergistic role with filaggrin, was decreased in the allergen-exposed skin of sensitized dogs. 

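Filaggrin 2 (FLG2, ENSCAFT00000020634), at 64390940 to 64390999 on chromosome 17 in File S2, which names no genome build, had a log2 value of 13.4 ± 0.47 (SD, n = 5) at allergen and 14.63 ± 0.37 (SD, n = 6) at saline sites of sensitized dogs at 24 hr. The values in nonsensitized dogs were 14.59 ± 0.52 and 14.42 ± 0.33 (SD, n = 6 each). It was lower at the allergen site in 5 of 5 sensitized dogs, by a mean that limma put at -1.23 (adjusted p = 0.00451), and higher in 4 of 6 nonsensitized dogs, with a mean of 0.17 (adjusted p = 0.927). The interaction was -1.41 (standard error 0.32, limma adjusted p = 0.0191). A further probe gave -1.88 (limma adjusted p = 0.0166). The limma adjusted p was 0.095 without dog 2855. No probe could be matched to filaggrin (FLG) by its identifier.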

There is controversial evidence for the role of filaggrin2 in human atopic dermatitis (Wu *et al.* 2009; Broccardo *et al.* 2011; Marenholz *et al.* 2011). In addition, skin-specific aspartic peptidase retroviral-like 1 (ASPRV1), a protein important for posttranslational processing of profilaggrin to filaggrin (Matsui *et al.* 2011), was downregulated in sensitized dogs after allergen treatment, in contrast to control dogs. 

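ASPRV1 (ENSCAFT00000005320) was at 11.42 ± 0.38 (SD, n = 5) at allergen and 12.3 ± 0.28 (SD, n = 6) at saline sites of sensitized dogs at 24 hr, a difference of -0.88 (adjusted p = 0.0131, limma) with 5 of 5 dogs lower. Nonsensitized dogs had 12.66 ± 0.29 and 12.29 ± 0.37 (SD, n = 6 each), higher in 5 of 6 dogs by 0.37 (limma adjusted p = 0.418). The interaction of -1.25 (standard error 0.26, limma adjusted p = 0.0131) was past FDR 5% in 10 of the 12 fits without 1 dog.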

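Transglutaminase 1 (TGM1, NM_001003079), the enzyme that crosslinks proteins of the cornified envelope, had a 24 hr interaction of -0.59 (standard error 0.15, adjusted p = 0.033, limma). Its log2 value was 11.0 ± 0.17 (SD, n = 5) at allergen and 11.32 ± 0.21 (SD, n = 6) at saline sites of sensitized dogs, lower in 5 of 5 dogs, and 11.36 ± 0.16 and 11.09 ± 0.15 (SD, n = 6 each) in nonsensitized dogs, higher in 5 of 6. The difference in either group alone, -0.33 and 0.27, was short of FDR 5% (limma adjusted p = 0.18 and 0.23). Without 1 dog at a time the interaction was past both limits in 4 of 12 fits. Of the other genes in Table 4, DMKN (XM_533694.2) had an interaction of -0.94 and fell in 5 of 5 sensitized dogs, with a mean of -0.69 (limma adjusted p = 0.0453). The paper does not name it among the precursors.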

Precursors for proteins important for the cornified envelope and enzymes important for crosslinking of such proteins were both downregulated in our sensitized dogs, further implying a role for a postinflammatory change of the epidermal barrier. For the mechanical stability of the skin, intercellular connections such as desmosomes are important. A number of molecules relevant for intercellular adhesions, such as desmoplakin (DSP), desmoglein 1 (DSG1), and tight junction proteins such as occludin (OCLN) participate in the keratinocyte adhesion (Broccardo *et al.* 2011; Ando-Akatsuka *et al.* 1996). 

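Desmoplakin (DSP, ENSCAFT00000015201) had a 24 hr interaction of -0.62 (standard error 0.16, adjusted p = 0.0411, limma). It was at 14.33 ± 0.3 (SD, n = 5) at allergen and 14.64 ± 0.14 (SD, n = 6) at saline sites of sensitized dogs, lower in 4 of 5, and at 14.91 ± 0.12 and 14.6 ± 0.21 (SD, n = 6 each) in nonsensitized dogs, higher in 6 of 6. The differences of -0.31 and 0.31 were each short of FDR 5% (limma adjusted p = 0.267 and 0.186). With all 60 arrays the limma adjusted p of the interaction was 0.0551, and without 1 dog at a time it was past both limits in 4 of 12 fits. With the slide as a block the interaction was -0.41 with a limma adjusted p of 0.0686.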

*DSP*, *DSG1*, and *OCLN* expression was reduced in allergen PT skin of sensitized dogs. Proteases are involved in the process of corneocyte desquamation (Horikoshi *et al.* 1999) and activate or inactivate antimicrobial peptides such as cathelicidines in the skin (Yamasaki *et al.* 2006). Genes encoding for protease inhibitors such as the gene "serine peptidase inhibitor, Kazal type 5" (*SPINK5*) are important to prevent excessive protease activity resulting in skin barrier defects (Hansson *et al.* 2002; Denecker *et al.* 2008), and polymorphisms in this gene have been shown to be associated with human AD (Walley *et al.* 2001; Nishio *et al.* 2003; Weidinger *et al.* 2008). 

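SPINK5 (NM_001025397), by the brightest of its 4 probes, was at 15.11 ± 0.22 (SD, n = 5) at allergen and 15.53 ± 0.1 (SD, n = 6) at saline sites at 24 hr in sensitized dogs. It was lower in 5 of 5 dogs, by a mean of -0.42 that was short of FDR 5% (adjusted p = 0.257, limma). Values of 15.75 ± 0.27 and 15.51 ± 0.27 (SD, n = 6 each) stood at the same sites of nonsensitized dogs, higher in 4 of 6. The interaction was -0.65 (standard error 0.22, limma adjusted p = 0.112), and the other probes gave -0.83 to -0.62. With all 60 arrays the interaction of SPINK5 was -0.79 and its limma adjusted p was 0.0488, and with the dog as a block the adjusted p was 0.00601.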

The sensitized dogs in our study showed reduced expression of SPINK5 24 hr after allergen PT. All those changes point to a defect barrier as a consequence of allergic inflammation in the dogs studied. More details regarding the genes related to the epidermal barrier function are discussed in File S1.

## Conclusion

Our results show that these sensitized dogs developed changes in gene expression related to a defective skin barrier after allergen PT similar to those reported in humans and dogs suffering from naturally occurring AD. Skin inflammation induced by the allergen patch test after 24 hr resulted in changes at the molecular level, which can lead to impaired keratinocyte differentiation and an abnormal development of the cornified envelope. Additionally, the skin barrier was disrupted due to mechanical trauma (scratching). Mechanisms leading to a decreased expression of genes essential for skin barrier formation are largely unknown. In many cases of cAD, clinical signs are probably associated with a combination of several differentially expressed genes rather than one single gene defect. 

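The File S2 genes listed as upregulated had a score of -0.56 in untreated skin of the nonsensitized dogs. At 24 hr it was 0.58 at their saline sites and -0.08 at their allergen sites. Within dogs, the allergen site was lower than the saline site in 6 of 6, by a mean of -0.66 ± 0.33 (SD; exact two-sided sign-flip test, p = 0.0312, the smallest it can give). In the 5 of these dogs with both arrays on one slide the mean was -0.58 (-1.05 to -0.31). Under the other scalings tried it was -0.72 (75th percentile), -0.54 (normexp and quantile, chosen after the data were seen) and -0.81 (unscaled series values), with 6 of 6 dogs lower under each. Both sites of these dogs were above untreated skin in 6 of 6, the saline site by 1.14 ± 0.18 (SD) and the allergen site by 0.48 ± 0.15 (SD). So the reduction is relative to the saline patch, and the allergen sites stayed above untreated skin, with the limit that the 0 hr and 24 hr arrays were on different slides. The list was chosen by the paper at 24 hr on these arrays.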

The reduced expression of genes associated with inflammation observed in the control dogs could be due to a negative feedback mechanism, which the sensitized dogs lack. Consequently, in our sensitized dogs, the allergen-induced cutaneous inflammation leads to skin barrier dysfunctions that were induced by sensitization. Furthermore, new genes potentially involved in the pathophysiology of cAD and possible new targets for therapeutic interventions in cAD were identified.

## Supplementary Material

Supporting Information

# Supplementary material for: Gene Expression in the Skin of Dogs Sensitized to the House Dust Mite Dermatophagoides farinae
**Source:** G3 (Bethesda). 2014 Aug 5;4(10):1787–95. doi: 10.1534/g3.114.013003
**Supplement:** Supporting Information

Gene Expression in the Skin of Dogs Sensitized to the House Dust Mite Dermatophagoides farinae — Supporting Information 

# Gene Expression in the Skin of Dogs Sensitized to the House Dust Mite *Dermatophagoides farinae*

## Supporting Information for Schamber *et al.*, 2014

**Files in this Data Supplement:**

- Supporting Information - Files S1-S4 and Tables S1-S2 (PDF, 272 KB)
- Table S1 - Design of specimen collection. (PDF, 118 KB)
- Table S2 - Sequences of the oligonucleotides used as primers for qPCR. (PDF, 117 KB)
- File S1 - Supporting Discussion (PDF, 236 KB)
- File S2 - Excel spread sheet showing the data after statistical unpaired analysis. (.xls, 476 KB)
- File S3 - Excel spread sheet with the results of the DAVID analysis of the gene sets 1 and 2; the Annotation Clusters with the highest enrichment score are shown first, the terms give the functional group in wich the genes are classified; in the row GENES the human orthologous gene IDs are listed. (.xls, 460 KB)
- File S4 - The results of the DAVID analysis of genes that were classified in Clusters 1-4 in the SOTA analysis; the annotation clusters with the highes enrichment score are shown first, the row "Term" shows the functional group where the genes were classified in, in the row F "Genes" gene Ids of the genes matching this category are listed. (.xls, 433 KB)

# Supplementary material for: Gene Expression in the Skin of Dogs Sensitized to the House Dust Mite Dermatophagoides farinae
**Source:** G3 (Bethesda). 2014 Aug 5;4(10):1787–95. doi: 10.1534/g3.114.013003
**Supplement:** Supporting Information

**Table S1 Design of specimen collection;** each biopsy was cut into three pieces - one of these was used for histological analysis, the other two parts were used for microarray analysis

| day                      | 6 sensitized dogs                                                        | 6 non sensitized dogs                                                    |
|--------------------------|--------------------------------------------------------------------------|--------------------------------------------------------------------------|
| 4 days before patch test | clipping the left lateral thorax                                         |                                                                          |
| before patch test (0h)   | 1 biopsy (non treated skin) / dog                                        |                                                                          |
| patch test               | patch test with allergen*/saline                                         | patch test with allergen*/saline                                         |
| +6 h                     | 1 biopsy of each treatment-area (allergen and saline = 2 biopsies / dog) | 1 biopsy of each treatment-area (allergen and saline = 2 biopsies / dog) |
| +24 h                    | 1 biopsy of each treatment area (allergen and saline = 2 biopsies / dog) | 1 biopsy of each treatment area (allergen and saline = 2 biopsies / dog) |
| number of taken biopsies | 30                                                                       | 30                                                                       |

# Supplementary material for: Gene Expression in the Skin of Dogs Sensitized to the House Dust Mite Dermatophagoides farinae
**Source:** G3 (Bethesda). 2014 Aug 5;4(10):1787–95. doi: 10.1534/g3.114.013003
**Supplement:** Supporting Information

**Table S2 Sequences of the oligonucleotides used as primers for qPCR**

| GeneID                 | Accession<br>Number    | Forward Primer          | Reverse Primer           |
|------------------------|------------------------|-------------------------|--------------------------|
| <sup>a</sup> RPL13A    | XM_533620              | CTGCCCCACAAGACCAAG      | GGGATCCCATCAAACACCT      |
| <sup>a</sup> LOC479750 | XM_536878              | GCAGGAAGGGATTCTCCAG     | GGTCCAGTAAGAAATCTTCATAA  |
| <sup>a</sup> UBB       | XM_858590              | CGCGGCTGGCATTGTTAGCTG   | GCATACCACCCCTCAGGCGC     |
| ALOXE3                 | XM_546605              | GCACCTGTGGCCAGAGCCCTA   | CAGTCCGTGGAGCAGCACAC     |
| CCL8                   | NM_001005255           | TGCCAGCTTCAGCACCTTTGTCC | TGGGGTCAGCACAGATCTCCCTG  |
| CLEC7A                 | XM_849050              | TCAAGGCATCACTGGGCGACCT  | TCACAGCAATGGGACGCCAACG   |
| DMKN                   | XM_533694              | CTGGGGGTGAGGGCTTCGGA    | TCCTCCACTGGACCCGTGCC     |
| DSG1                   | NM_001002939           | CCCAGCAGCGATGAACTGGCA   | TCACGACAGGCTGCAGCGAA     |
| DSP                    | XM_545329              | TTCTGCAGGAGGAGGGCACCC   | GTGGCCTTCAGGCGAGTGAGC    |
| FCGR3A                 | XM_536141              | TGGCTGCACAATGGGAGACCCAT | GAGGGACCTGGAGCAAGAGCCA   |
| FLG2                   | XM_540329              | TGGCACACTGAGCAAGGATGAGC | GCTGAGAACCTTGTTGCAGGCCA  |
| IL13RA2                | NM_001003075           | TGGAAACCTGGCATGGGTGTCC  | TCTGCTGAATGGTCCAAGCCCTCA |
| IL18BP                 | NM_001048018           | GCCTCTCCTGGCTCCGACA     | CCGACCTGGGAGGTGCTCGA     |
| IL33                   | NM_001003180           | TTTGCTGCATGCCAACAACGAGG | AGGAAGAAGGCCTGGTCTGGCAA  |
| KPRP                   | ENSCAFT00000<br>020644 | AAGTCCCTGTCCACGTCCTGCT  | CGTGGCTCGGGAAATTCACGCT   |
| LOC476953              | XM_534152              | CAGCACCAGCATCCCAGCTCC   | CCCGTGCTTGGGATGGCACT     |
| OCLN                   | NM_001003195           | GCTCTGGGATCCTGCTCGTCCT  | CGTGCATGTCCCCACCGTACAC   |

|        |              |                       |                        |
|--------|--------------|-----------------------|------------------------|
| PPARA  | NM_001003093 | AAAGCCCGGGTCATCCTCGC  | GCGCACCTCTGCCTCCTTGTT  |
| SOCS3  | NM_001031631 | TGAACGCAGTGTGCAAGCTGC | AGCGTGAAGAAGTGGCGCTGG  |
| SPINK5 | NM_001025397 | GCGTGGCCCAGATGGCAAGA  | GCCACCACCGTGGGAAGTGT   |
| TGM1   | NM_001003079 | CGGGTGGCAAGTGGTAGACGC | TGGATTCCACAGAGCAGGGGCC |

---

<sup>a</sup>Housekeeping Gene

# Supplementary material for: Gene Expression in the Skin of Dogs Sensitized to the House Dust Mite Dermatophagoides farinae
**Source:** G3 (Bethesda). 2014 Aug 5;4(10):1787–95. doi: 10.1534/g3.114.013003
**Supplement:** Supporting Information

## SUPPORTING DISCUSSION

This study evaluated the cutaneous gene expression of 6 normal and 6 house dust mite sensitized dogs under controlled environmental conditions using patch tests. Two patches were applied to each dog, one with the allergen (*D. farinae*) the other with saline. Biopsies were collected before and at 6 and 24 hours following patch application. We identified 587 differentially expressed genes between sensitized and normal control dogs, but only discussed the biological relevance of those genes very briefly in the manuscript. In this supplemental file we describe selected individual genes and their relevance in more detail.

## DEG related to inflammation

**Chemokines:** All differentially expressed chemokine genes (*CCL2*, *CCL3*, *CLL4*, *CCL8*, *CCL13*, *CCL19*, chemokine (C-X-C motif) ligand (CXCL) 1, *CXCL6*, *CXCL16*) and chemokine receptor 6 (*CXCR6*) were downregulated in the allergen treated skin of non-sensitized dogs, in contrast they were increased in the sensitized dogs. The highest gene expression change was measured for *CCL2* (FC=5). This corresponds to the higher skin and serum concentrations of *CCL2*, *CCL3*, *CCL4* and *CCL13* reported in atopic humans (Taha *et al.* 2000; Giustizieri *et al.* 2001; Kaburagi *et al.* 2001). *CCL2* is known to cause accumulation of Th1 and Th2 cells, monocytes and dendritic cells in humans (Giustizieri *et al.* 2001; Homey *et al.* 2006). *CCL8* has chemotactic properties for highly differentiated CCR8+ Th2 cells in allergic skin and could be jointly responsible for eosinophilic skin inflammation (Debes and Diehl 2011).

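At 24 hr, the brightest probe of IL33 was at 9.19 ± 0.66 (SD, n = 6) at allergen and 10.98 ± 0.77 (SD, n = 6) at saline sites of nonsensitized dogs, lower in 6 of 6 (-1.78, adjusted p = 0.0252, limma). In sensitized dogs it was 10.02 ± 1.08 (SD, n = 5) at allergen and 10.26 ± 1.03 (SD, n = 6) at saline sites, higher in 2 and lower in 3 of 5 dogs (-0.24, limma adjusted p = 0.963). In untreated skin it was 7.86 ± 0.85 and 8.45 ± 0.69 (SD, n = 6 each) in sensitized and nonsensitized dogs.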

The gene expression of interleukin 33 (*IL33*) was decreased in the skin of non-sensitized dogs after allergen treatment, and mRNA concentration was greater in the skin of sensitized dogs. IL33 is a recently described IL1 family member, expressed by different cell types after proinflammatory stimulation (Liew *et al.* 2010). IL33 seems to have an important role in anaphylaxis and atopic dermatitis by promoting IgE-mediated mast cell degranulation (Prefontaine *et al.* 2009). Our results indicate that IL33 may be involved in the inflammation induced by *D. farinae* challenge in this canine model, possibly via influencing IgE-bearing mast cells. If future studies can confirm its role in cAD, it could be a target for new therapeutic interventions in this disease.

**Interleukin 13 receptor subunit alpha 2 (*IL13RA2*):** *IL13RA2* mRNA concentration in sensitized dogs was higher in the allergen- than the saline-treated skin. IL13 is a cytokine that plays a pivotal role in activation and maintenance of IgE-production by interacting with the receptor complex of IL13RA1 and IL4RA (Leung *et al.* 2004). Previous studies showed that human AD patients show higher IL13 serum concentration (Katagiri *et al.* 1997) and higher cutaneous IL13 mRNA expression, especially in acute lesions (Hamid *et al.* 1996). *IL13RA2* was also increased in the serum of human AD patients (Hussein *et al.* 2011). *IL13RA2* binds IL13 with high affinity and it is suspected that this binding of IL13 inhibits its

inflammatory effects (Chomarat and Banchereau 1998). The canine receptor is similar to its human counterpart (Tang 2001) and a similar role in dogs is conceivable. In this study, the normal dogs had lower *IL13RA2* mRNA concentrations in the allergen treated skin. It is possible that because of an absent inflammatory response there was no positive feedback for an increasing *IL13RA2* gene expression. 

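IL13RA2 (NM_001003075) had a 24 hr interaction of 2.22 (standard error 0.36, adjusted p = 0.00141, limma), which stayed past FDR 5% and 1.5-fold in each of the 12 fits without 1 dog. In nonsensitized dogs it was 7.22 ± 0.67 at allergen and 8.41 ± 0.5 at saline sites (SD, n = 6 each), lower in 6 of 6 by a mean that limma put at -1.19 (adjusted p = 0.00375). In sensitized dogs it was 8.71 ± 0.66 (SD, n = 5) and 7.68 ± 0.57 (SD, n = 6), higher in 5 of 5 by 1.02 (limma adjusted p = 0.0444). Both sites of either group were above untreated skin, which was at 5.9 ± 0.13 and 5.74 ± 0.18 (SD, n = 6 each).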

Further studies are needed to elucidate the exact role of this receptor in cAD and its therapeutic potential.

**Tumor necrosis factor ligand superfamily member 13B (TNFSF13B):** TNFSF13B or “B cell activating factor of the TNF family” (BAFF) is an important survival factor for B cells (Mackay and Schneider 2009). BAFF exists in a membrane-bound and a soluble form (Mackay and Schneider 2009). Increased BAFF serum concentrations were found in people suffering from asthma (Kang *et al.* 2006) and in children with AD (Jee *et al.* 2010). In adults with AD increased BAFF concentrations were found only in acute lesions after allergy patch tests (Chen *et al.* 2011). Thus, BAFF may be more important in early onset, acute lesions of hAD. In our study, gene expression levels of BAFF 24 h after patch test were higher in allergen treated skin of allergic dogs than in control skin, similar to what is seen in humans. In contrast, BAFF levels at the 24 h time point in normal dogs were decreased in allergen treated skin compared to the negative control, indicating BAFF could be involved in a downregulation of inflammation.

**TNFSF9:** Dendritic cells (DC) are important for antigen (Ag) presentation, T cell stimulation and homing for Ag specific immune response, thus playing a pivotal role in the pathophysiology of AD (Bancherau and Steinmann *et al.* 1998). DC maturation is associated with an increase in the expression of co-stimulatory molecules. One of these cofactors is TNFSF9, a membrane-bound ligand of the TNF family (Wu *et al.* 2011). TNFSF9 binds to its receptor TNFSRF9, which is mainly expressed on activated T and B cells and monocytes (Schwarz *et al.* 1995; Wu *et al.* 2011). Some studies consider TNFSRF9 as a co-receptor for T cell proliferation (Schwarz *et al.* 1995; Wu *et al.* 2011). In contrast, others indicate that activation of this receptor leads to apoptosis of T cells (Langstein *et al.* 1998). Our study showed that in the allergen treated skin, mRNA concentration of *TNFSF9* was decreased in normal dogs but increased in sensitized dogs compared to the negative control. Higher expression of *TNFSF9* in atopic individuals may contribute to the exaggerated immune response. The role of TNFSF9 and its receptor in AD needs to be further investigated.

**Suppressor of cytokine signaling proteins (SOCS) 3:** The *SOCS3* gene is a member of the SOCS family, a group of transcription factors, induced by cytokines (Elliott and Johnston 2004). SOCS proteins are important for the balance of Th1 and Th2 immune responses (Arakawa *et al.* 2004). *SOCS3* is mainly expressed by Th2 cells. In people suffering from AD, *SOCS3* expression correlates with the severity of clinical signs and further supports Th2 cell differentiation (Seki *et al.* 2003). In cAD a higher expression of *SOCS3* was found in lesional and nonlesional skin of allergic dogs compared to non-allergic controls (Schlotter *et al.* 2011). In our study the non-sensitized dogs showed a decrease in *SOCS3* expression 24 h after allergen PT, compared to the other groups. The expression in the control skin was similar to the expression seen in the skin

of sensitized dogs. This result could indicate that non-allergic individuals actively downregulate pro inflammatory pathways which may fail in allergic individuals. 

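The SOCS3 gene (ENSCAFT00000008545) was at 6.78 ± 0.4 at allergen and 8.13 ± 0.71 at saline sites of nonsensitized dogs at 24 hr (SD, n = 6 each), lower in 6 of 6 (-1.35, adjusted p = 0.00203, limma). It was at 8.3 ± 0.27 (SD, n = 5) and 8.3 ± 0.5 (SD, n = 6) at the allergen and saline sites of sensitized dogs, higher in 2 and lower in 3 of 5. The interaction of 1.35 (standard error 0.38) had a limma adjusted p of 0.0558, which was 0.0397 with all 60 arrays and 0.0223 with the dog as a block. In untreated skin the gene was at 6.86 ± 0.25 in nonsensitized and 6.9 ± 0.27 in sensitized dogs (SD, n = 6 each), so the allergen sites of nonsensitized dogs were at the level of untreated skin. A further probe gave an interaction of 0.27.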

If this observation can be confirmed, *SOC3* may a potential target for AD therapy.

**B-cell lymphoma 3-encoded protein (BCL3):** *BCL3* was first detected as a proto-oncogene in B cell leukemia (McKeithan *et al.* 1990). *BCL3* is expressed by different cell types such as lymphocytes (Brasier *et al.* 2001) and keratinocytes (Massoumi *et al.* 2006). In keratinocytes *BCL3* expression is stimulated by Th2 cytokines (IL4, IL13), the molecule acts as a transcriptional factor downregulating the expression of genes important for the innate immune response, mainly antimicrobial peptides and upregulating the TNF alpha dependent expression of IL6 and IL8 (Buchau *et al.* 2009). An increase in the *BCL3* concentration in lesional skin could be suppressed by vitamin D3 *in vitro* and *in vivo* (Buchau *et al.* 2009). In our study the sensitized dogs showed an increased expression of *BCL3* after allergen PT. The non-sensitized dogs showed a prominent decrease of cutaneous *BCL3* expression at the site of the allergen patch compared to the saline patch and compared to the expression in sensitized skin at both PT sites. In a similar fashion to the expression of nearly all inflammatory genes evaluated in this study the decrease in the skin of non sensitized dogs at the site of allergen application was prominent, compared to its negative control and to the expression in sensitized skin (at both allergen and saline PT sites). These results suggest that *BCL3* may influence secondary skin infections in atopic individuals. Vitamin D3 may reduce the occurrence of such infections by suppressing *BCL3* and by increasing cutaneous adenosin monophosphate expression. We can hypothesize that nonallergic individuals actively downregulate exaggerated inflammatory responses.

**Adenosine A2B receptor (ADORA) 2B:** The endogenous signaling purine molecule adenosine is an important mediator for many different biochemical processes (Berne *et al.* 1983) and has been implicated in playing an increasingly important role in the pathogenesis of asthma (Driver *et al.* 1993). Depending on the binding receptor, adenosine has anti- or pro-inflammatory properties (Rorke and Holgate 2002). In patients suffering from asthma an increased adenosine level was found in the liquid of bronchioalveolar lavage (Driver *et al.* 1993). Adenosine monophosphate causes bronchoconstriction in asthmatic, but not healthy individuals (by interacting with the ADORA2B-adenosine-receptor and mast cell degranulation) (Marquardt and Walker 1990). ADORA2B may have anti- or pro- inflammatory effects or both. Twenty-four hours after allergen PT, sensitized dogs showed an increased ADORA2B mRNA concentration in contrast to normal dogs. To the authors' knowledge a role of adenosine in canine atopic dermatitis has not yet been reported. It is possible that ADORA2B is involved in mast cell degranulation in atopic skin, similar to what has been reported for human asthma. Further studies are needed to investigate if antagonists of ADORA2B could be targets for new therapies in AD.

**Fc gamma R:** IgE and IgG both may play a role in the pathophysiology of cAD (Willemse *et al.* 1985; Halliwell and DeBoer 2001). IgG may have a protective role and higher IgG serum concentrations have been reported in normal compared to atopic dogs (Lian and Halliwell 1998). In humans patients with extrinsic AD show elevated allergen specific serum IgE and IgG concentrations (Sicherer and Leung 2006). Most investigations on FC-receptors focused on *FCepsilon* receptors because

of the dominant role of IgE in hAD (Kinet 1999). However, IgG can also be increased (DeBoer 1998). Most cells of the immune system have receptors for IgG (FcγR). Three different Fcγ receptors, Fcγ1 (Cluster of differentiation (CD) 64) Fcγ2 (CD32) and Fcγ3 (CD16), are known (Ravetch and Kinet 1991). In humans an enhanced expression of CD64 and CD16 was found in acute and chronic atopic skin lesions (Kiekenes *et al.* 2000). In an atopic mouse model it was shown that FcεR1 (an IgE receptor) and CD16 (an IgG receptor) have overlapping roles (Abboud *et al.* 2009). 

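FCGR2B (CD32, TC50899) and FCGR3A (CD16, ENSCAFT00000020665) are placed on chromosome 38 in File S2, which names no genome build, from 24060467 to 24060526 and from 24058395 to 24059147. At 24 hr, FCGR2B was at 9.03 ± 0.43 at allergen and 10.21 ± 0.54 at saline sites of nonsensitized dogs (SD, n = 6 each), lower in 6 of 6 (-1.19, adjusted p = 0.0544, limma). FCGR3A was dim, at 4.8 ± 0.24 and 5.44 ± 0.36 (SD, n = 6 each) and well above background on 2 of 6 allergen and 4 of 6 saline arrays. It was lower in 6 of 6 dogs (-0.64, limma adjusted p = 0.0208).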

The normal dogs in our study had a reduced expression of CD32 and CD16 at the allergen PT. Sensitized dogs showed higher mRNA expression of both receptors in the allergen PT skin. 

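In sensitized dogs, FCGR2B was at 10.43 ± 0.56 (SD, n = 5) at allergen and 9.78 ± 0.36 (SD, n = 6) at saline sites, higher in 4 of 5 by 0.65 (adjusted p = 0.509, limma). FCGR3A was at 5.45 ± 0.33 (SD, n = 5) and 5.03 ± 0.12 (SD, n = 6), higher in 5 of 5 by 0.41 (limma adjusted p = 0.296). The interactions were 1.84 (standard error 0.49, limma adjusted p = 0.0411) and 1.06 (standard error 0.23, adjusted p = 0.0144). As FCGR3A was dim, its interaction is not an exact value. It ranged from 0.47 to 2.17 over the other settings, with a limma adjusted p of at most 0.108. Without 1 dog at a time, that of FCGR2B was past both limits in 4 of 12 fits and that of FCGR3A in 10.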

Our results suggest that IgG-receptors may be involved in canine atopic skin reactions.

**Chitin receptors and chitinases:** Chitin is the second most abundant polysaccharide in the environment, after cellulose and it is a component part of different species such as bacteria, mushrooms and insects, but it is not synthesized by mammals. Recently, it was shown that chitin activates macrophages by interacting with different surface receptors, such as macrophage mannose receptor 1 (MRC1), toll-like receptor 2 (TLR2) (Da Silva *et al.* 2008), dectin 1 (CLEC7A) (Lee 2009), and leukotriene B4 receptor (BLT1) (Reese *et al.* 2007). In our study normal dogs showed a diminished mRNA concentration of MRC1, TLR2 and CLEC7A. In contrast the concentration of these three receptors was increased in the allergen PT skin of sensitized dogs. As chitin is a component of the exoskeleton of house dust mites, these results could indicate possible macrophage activation via chitin-receptor-interaction, contributing to the Th1 activation seen in chronic atopic lesions.

Chitinases are hydrolytic enzymes that are able to degrade chitin. Functional mammalian chitinase genes and chitinase-like proteins (CLP), which are able to bind chitin, but which have lost their enzymatic ability (Renkema *et al.* 1998; Chang *et al.* 2001) have been identified. Recent studies in mammals suggest that both chitinases and CLP are potent regulators of the innate immune response through interaction with chitin molecules (Shibata *et al.* 1997; Lee *et al.* 2008). Some authors suggest an association between CLP and the development and progression of allergic diseases and tissue remodeling (Lee *et al.* 2009; Ober and Chupp 2009). One example for such a CLP is chitinase3-like1 (CHI3L1) coding for its protein YKL40. Its expression is stimulated by IL13 (Lee *et al.* 2009). Increased YKL40 concentrations were found in the serum and lungs of asthma patients and were correlated with the severity of clinical signs. Polymorphisms found in the CHI3L1-gene were correlated with YKL40 concentration and asthma (Chupp *et al.* 2007; Ober and Chupp 2009). Another polymorphism in CHI3L1 has been proposed to be related to atopy in Korean children (Sohn *et al.* 2009). In the present study non sensitized dogs showed a decreased and sensitized dogs an increased CHI3L mRNA concentration in the allergen PT skin. 

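CHI3L1 (DR108503) was at 7.69 ± 0.29 at allergen and 9.03 ± 0.56 at saline sites of nonsensitized dogs at 24 hr (SD, n = 6 each), lower in 6 of 6 (-1.34, adjusted p = 0.107, limma). In sensitized dogs it was at 9.66 ± 0.43 (SD, n = 5) and 8.79 ± 1.0 (SD, n = 6), higher in 4 of 5 by 0.86 (limma adjusted p = 0.486). The interaction was 2.21 (standard error 0.62) with a limma adjusted p of 0.0588, and a further probe gave 1.95 with an adjusted p of 0.0313. Over the fits without 1 dog, the limma adjusted p of the first probe ranged from 0.0134 to 0.234, and with the dog as a block it was 0.0309.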

CHI3L1 may play a role in the maintenance of the Th2 inflammation. In previous studies it has been shown that YKL40 prevents the apoptosis of T-cells and macrophages by the inhibition of Fas expression (Lee 2009). Further studies are needed to elucidate the possible role of CHI3L1 and its protein in canine and human atopic dermatitis.

**GATA3:** GATA transcription factors are a family of transcription factors characterized by their ability to bind to the DNA sequence "GATA". GATA binding protein 3 (GATA3) is a transcription factor inhibiting the Th1- and promoting the Th2-response (Zheng and Flavell 1997; Nawijn *et al.* 2001). In transgenic mice, over-expression of the human GATA3 gene led to an augmented Th2 immune response, which was reversible by inhibiting GATA3 expression (Bae *et al.* 2011). Polymorphisms in GATA3 were shown to be associated with AD in British children (Arshad *et al.* 2008) but not German children (Suttner *et al.* 2009). In contrast to the results in humans the sensitized dogs in this study showed a decreased concentration of GATA3 mRNA. This could be due to the fact that these dogs did not suffer from naturally occurring cAD, but were sensitized. The findings may also be related to this gene pool of dog, if one interprets that the variation between German and British children may be genetically determined but alternatively, GATA3 may not be involved in cAD.

#### **DEG related to skin barrier function**

**FLG/FLG2:** Loss of function mutations and different polymorphisms in the filaggrin (FLG) gene were shown to be associated with hAD (Barker *et al.* 2007; Baurecht *et al.* 2007; Nemoto-Hasebe *et al.* 2009). At this point, there is no evidence that cAD is associated with a defective FLG expression (Chervet *et al.* 2010). A linkage analysis in West Highland White terriers excluded a prominent causative role of canine FLG in the development of atopy in that breed (Barros Roque *et al.* 2009), however Marsella *et al.* found immunohistochemical changes in FLG in atopic beagles (Marsella *et al.* 2009). Our results revealed neither expression nor change of FLG, but rather a decreased expression of filaggrin2 (FLG2) in allergen treated skin of sensitized dogs at the 24 h patch test. Wu *et al.* identified the FLG2 protein and implied overlapping and perhaps synergistic roles of FLG and FLG2 in the formation of the epidermal barrier (Wu *et al.* 2009). So far, neither a changed gene expression of FLG2 (Wu *et al.* 2009) nor a loss of function mutation in this gene (Marenholz *et al.* 2011) has been detected in hAD. However, a recent study showed a decreased expression of FLG2, desmoglein 1 (DSG1), desmocollin and transglutaminase 3 (TGM3) in human AD using comparative proteomic profiling (Broccardo *et al.* 2011). Future studies will help to elucidate the role of FLG2 in atopic dermatitis. Our results suggest a putative role of FLG2 in cAD.

**Skin-specific aspartic peptidase retroviral-like 1 (ASPRV1):** ASPRV1 seems to be important for posttranslational processing of profilaggrin to filaggrin, a key event during epidermal differentiation (Matsui *et al.* 2011). It was shown that ASPRV1 deficient hairless mice developed dry skin and a thicker and less hydrated stratum corneum. Missense mutations in hAD patients and normal individuals were shown to have a negative effect on the ability of ASPRV1 to cleave the profilaggrin linker peptide (Matsui *et al.* 2011). Another study revealed impaired skin regeneration and remodeling in mice with impaired ASPRV1 expression (Hildenbrand *et al.* 2010). In contrast, a study evaluating atopic Europeans failed to find an association between ASPRV1 gene mutations and atopic eczema (Sandilands *et al.* 2012). The mRNA concentration of ASPRV1 in sensitized dogs after allergen treatment was strongly decreased, in contrast to control dogs. Possibly there is an increased filaggrin demand in allergen-exposed skin that cannot be met by atopic dogs due to a decreased ASPRV1

expression in cAD. This could explain the previous findings in atopic dogs where a loss of function mutation or modified expression of FLG was not present (Chervet *et al.* 2010), but immunohistochemical changes pointing to a filaggrin deficiency were found (Marsella *et al.* 2009).

**TGM1 and CE precursor proteins:** The protein envelope component of the cornified envelope (CE) consists of different cross-linked proteins (Credille *et al.* 2009). It is assumed that the enzyme transglutaminase 1 (TGM1) is responsible for the crosslinking of CE proteins such as involucrine, loricrin, and others (Greenberg *et al.* 1991; Steinert and Marekov 1995) into a mechanically resistant protein polymer and of attaching lipids (ceramides) to the crosslinked proteins by esterification (Marekov and Steinert 1998; Nemes *et al.* 1999). Neonatal death is seen in mice that lack the *TGM1* gene, which leads to a defective stratum corneum, massive TEWL and subsequent dehydration (Matsuki *et al.* 1998). After skin transplantation from *TGM1* deficient mice to normal ones ichthyosiform changes were observed (Kuramoto *et al.* 2002). Mutations were found in the *TGM1* gene of humans and dogs suffering from ichthyosis (Cao *et al.* 2009; Credille *et al.* 2009). In our study, sensitized dogs showed a diminished expression of TGM1 in allergen PT skin. A disturbed *TGM1* expression may be involved in the development of skin barrier defects characteristic for cAD.

In addition, the sensitized dogs showed a decreased mRNA concentration for a number of different CE precursor proteins including periplakin (PPL), loricrin (LOR) and sciellin (SCEL) in allergen treated skin. 

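Loricrin (LOR, XM_859347.1) was at 7.7 ± 0.54 (SD, n = 5) at allergen and 9.02 ± 0.65 (SD, n = 6) at saline sites of sensitized dogs, lower in 5 of 5 (-1.32, adjusted p = 0.0174, limma), with an interaction of -1.41 (standard error 0.41, adjusted p = 0.0648). Sciellin (SCEL, ENSCAFT00000008343) was at 9.98 ± 0.35 (SD, n = 5) and 10.71 ± 0.25 (SD, n = 6), lower in 5 of 5 (-0.73, limma adjusted p = 0.0887), with an interaction of -1.17 (standard error 0.28, adjusted p = 0.0266). Periplakin (PPL, AF494098) was at 14.89 ± 0.19 (SD, n = 5) and 15.19 ± 0.22 (SD, n = 6), lower in 4 of 5 (-0.3, limma adjusted p = 0.303). Its interaction of -0.63 (standard error 0.16, limma adjusted p = 0.041) came as much from nonsensitized dogs, where PPL was higher at the allergen site in 6 of 6 by 0.33. Without dog 2855 the limma adjusted p of the 3 interactions was 0.207 (LOR), 0.133 (SCEL) and 0.176 (PPL), and with the dog as a block that of LOR was 0.004. With the slide as a block the limma adjusted p was 0.0416 (LOR), 0.0122 (SCEL) and 0.0814 (PPL).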

The absence of one of the precursor proteins in mice usually does not necessarily lead to clinical consequences (Koch *et al.* 2000; Aho *et al.* 2004; Baden *et al.* 2005): In contrast, mice deficient in three CE Proteins showed an impaired skin barrier und changes in the composition of T cell subpopulations in the skin (Sevilla *et al.* 2007). Kim *et al.* showed that Th2 cytokines induce the expression of different transcription factors that impede the expression of LOR and involucrin (Kim *et al.* 2008). A skin barrier defect may be present in inflamed skin of these sensitized dogs.

**Desmosomal and tight junction proteins:** For the mechanical stability of the skin, intercellular connections are important. In the epidermis desmosomes and adherence junctions connect the actin cytoskeleton of adjacent corneocytes. Keratinocyte maturation desmosomes develop into corneodesmosomes that are connected to the CE (Ishida-Yamamoto *et al.* 2011). In the uppermost layer corneodesmosomes are proteolytically degraded allowing the natural scaling of the skin (Serre *et al.* 1991). Desmoplakin (DSP), the intracellular main component of desmosomes belongs to the plakin family, the so-called cyto-linker or desmosomal-linker-proteins. Auto-antibodies against the plakin-family members are known to cause autoimmune mediated skin diseases such as erythema multiforme (Foedinger *et al.* 1995) and epidermolysis bullosa (Jonkmann *et al.* 2005). Together with desmoglein 1 (DSG1) and other proteins, desmoplakin participates in the desmosome formation. *DSP* expression was reduced in allergen PT skin of sensitized dogs. The role of DSP in AD is not elucidated, however a diminished expression may weaken cell to cell-adhesion and subsequently affect barrier function.

The transmembrane protein DSG1, a Ca<sup>2+</sup> binding cadherin binds to the DSG1 molecule of the adjacent keratinocyte in desmosomes (Green and Simpson 2007) and corneodesmosomes (Caubet *et al.* 2004; Descargues *et al.* 2006). DSG1 has an important role in the skin barrier and function of the stratum corneum and is decreased in human AD (Broccardo *et al.* 2011), which is in agreement with our findings, that sensitized dogs (in contrast to healthy dogs) showed a decreased gene expression of the 24 h allergen PT compared to saline PT.

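The brightest of the 2 probes of DSG1 (NM_001002939) was at 12.52 ± 0.24 (SD, n = 5) at allergen and 12.71 ± 0.27 (SD, n = 6) at saline sites of sensitized dogs at 24 hr, lower in 3 and higher in 2 of 5 dogs (-0.2, adjusted p = 0.7, limma). In nonsensitized dogs it was at 12.9 ± 0.25 and 12.5 ± 0.2 (SD, n = 6 each), higher at the allergen site in 5 of 6 by 0.4 (limma adjusted p = 0.122). The interaction of -0.6 (standard error 0.19, limma adjusted p = 0.101) rested more on the nonsensitized dogs. The other probe had an interaction of -0.67 with a limma adjusted p of 0.0588. With all 60 arrays, the limma adjusted p of the brighter probe was 0.0438, and with the dog as a block it was 0.0417.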

The tight junction (TJ) contributes to intercellular adhesion in epithelial cells and is located at the most apical part of their lateral membranes (Farquhar and Palade 1963). In stratified epithelia TJ are located in the maculae occludentes of the stratum granulosum (Squier 1973). The function of the maculae occludentes in the epidermis remains controversial (Hashimoto 1971; Elias and Friend 1975). In mice, TJ's may be involved in the epidermal barrier integrity (Yamamoto *et al.* 2008). Occludin (OCLN) is a transmembrane protein of the TJ (Ando-Akatsuka *et al.* 1996) expressed in the outer layers of the epidermis. Another TJ protein, cingulin (CNG) interacts with other TJ-proteins, such as actin (Bazzoni *et al.* 2000; D'Atri and Citi 2001) and is involved in the regulation of the gene expression of other proteins as well as cell proliferation (Aijaz *et al.* 2005; Guillemot and Citi 2006). 

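Cingulin (CGN, NM_001103217) was at 12.27 ± 0.32 (SD, n = 5) at allergen and 12.99 ± 0.34 (SD, n = 6) at saline sites of sensitized dogs at 24 hr, lower in 5 of 5 (-0.71, adjusted p = 0.0195, limma). The interaction was -0.98 (standard error 0.22, limma adjusted p = 0.0176), and a further probe gave -0.44 (adjusted p = 0.269). Occludin (OCLN, NM_001003195) was at 7.16 ± 0.16 (SD, n = 5) and 7.53 ± 0.13 (SD, n = 6), lower in 5 of 5 (-0.37, limma adjusted p = 0.0512). Its interaction was -0.56 (standard error 0.13, limma adjusted p = 0.0194), and in nonsensitized dogs it was higher in 4 of 6 by 0.19.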

In the skin of sensitized dogs CNG and OCLN expression was strongly decreased 24 h after allergen PT. This may contribute to an impaired cell proliferation and TJ formation. Whether defective TJ's are involved the pathophysiology of AD should be examined in further studies.

**Protease inhibitors:** The balance between cell proliferation, maturation and desquamation is of particular importance for a physiologically sound skin barrier. Endogenous epidermal proteases and exogenous proteases are involved in the process of corneocyte desquamation by corneodesmolysis (Horikoshi *et al.* 1999). Proteases further have the property to activate or inactivate antimicrobial peptides such as cathelicidines in the skin (Yamasaki *et al.* 2006). Protease inhibitors are produced by keratinocytes to prevent excessive protease activity and associated uncontrolled desquamation of the stratum corneum resulting in skin barrier defects and inflammation (Hansson *et al.* 2002; Denecker *et al.* 2008). The gene “serine peptidase inhibitor, Kazal type 5” (*SPINK5*) is coding for an important protease inhibitor. Polymorphisms in this gene have been shown to be associated with human AD (Walley *et al.* 2001; Nishio *et al.* 2003; Weidinger *et al.* 2008) and a loss of function mutation with Netherton syndrome (Chavanas *et al.* 2000). The sensitized dogs in our study showed reduced expression of *SPINK5* 24 h after allergen PT. On the assumption that *SPINK5* in our dog is not mutated a reduced expression would not prevent the skin against excessive protease activity and its consequences mentioned before. Another study however, found an increased expression of *SPINK5* in dogs with AD (Wood *et al.* 2009). These contrasting findings could be due to the different biological models used. Wood *et al.* analyzed skin samples of dogs of different breeds, different age and different disease states. Genes associated with hAD vary between different populations. In dogs it was shown that breed diversity limits the detection of gene association in cAD (Wood *et al.* 2010). In addition it should be mentioned that SNPs or point mutations can lead to dysfunctional proteins without a reduction in expression or sometimes even with increased

expression due to aberrant feedback loops. A reduced SPINK5 expression due to inflammation like in our study or a lack of SPINK5 function due to a loss of function mutation with normal or increased expression may be involved in cAD in some breeds and protease inhibitors could be a new therapeutic option (Egelrud *et al.* 2005).

#### Further DEGs

Keratinocyte proline-rich protein (*KPRP*) is a recently identified marker of epidermal differentiation (Kong *et al.* 2003). *KPRP* in humans is expressed in the stratum granulosum and Lee *et al.* 2005 found an increased expression in patients with psoriasis. In contrast its expression in patients with hAD was decreased (Lee *et al.* 2005). 

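The KPRP transcript (ENSCAFT00000020644) was at 9.91 ± 0.22 (SD, n = 5) at allergen and 11.03 ± 0.52 (SD, n = 6) at saline sites of sensitized dogs at 24 hr, lower in 5 of 5 (-1.12, adjusted p = 0.0444, limma). The nonsensitized dogs had 11.29 ± 0.45 and 10.99 ± 0.46 (SD, n = 6 each), higher in 3 of 6 dogs. The interaction of -1.42 (standard error 0.39) had a limma adjusted p of 0.0505, and the adjusted p was 0.0215 with all 60 arrays and 0.0027 with the dog as a block.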

A decreased expression of *KPRP* in sensitized compared to control dogs was found in this study and indicates a participation of *KPRP* in the pathophysiology of cAD. It is not known if *KPRP* is a structural protein of the cornified envelope or has other function with regard to skin differentiation, thus further studies are needed to elucidate its role in the cutaneous homeostasis.

Calmodulin-like 5 (*CALML5*) is an epidermal protein related to the calmodulin family of Ca<sup>2+</sup>-binding proteins. *CALML5* is highly expressed during keratinocyte differentiation and an increased concentration of *CALML5* was found in the skin of psoriasis patients, although it was not clear if this increase was due to an enhanced expression or reduced proteolytic degradation (Mehul *et al.* 2001). 

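CALML5 (ENSCAFT00000008442) was at 13.59 ± 0.37 (SD, n = 5) at 24 hr allergen and 14.06 ± 0.28 (SD, n = 6) at saline sites of sensitized dogs, lower in 4 of 5 (-0.46, adjusted p = 0.206, limma). Nonsensitized dogs were at 14.05 ± 0.23 and 13.79 ± 0.23 (SD, n = 6 each), higher in 6 of 6. The interaction was -0.72 (standard error 0.22, limma adjusted p = 0.0847), and it was past FDR 5% with the slide as a block (adjusted p = 0.0153) or with the dog as a block (adjusted p = 0.0163).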

The diminished expression of *CALML5* in the skin of sensitized dogs 24 h after allergen PT may indicate disturbed epidermal differentiation.

Peroxisome proliferator-activated receptor alpha (*PPARA*) is a transcription factor activated by fatty acids that are produced in inflammation (Moraes *et al.* 2006). In the skin, *PPARA* is expressed by keratinocytes (Rivier *et al.* 1998), Langerhans cells (Dubrac *et al.* 2007), macrophages (Babaev *et al.* 2007) and T-cells (Cunard *et al.* 2002). *PPARA* regulates the proliferation and differentiation of keratinocytes (Komuves *et al.* 2000) and is involved in wound healing (Michalik *et al.* 2001). In human atopic skin a diminished expression of *PPARA* was documented (Plager *et al.* 2007). The activation of *PPARA* by topical treatment with *PPARA*-ligands showed anti-inflammatory effects in humans with AD (Eberlein *et al.* 2008; Eichenfield *et al.* 2009) and ultraviolet-B-light-induced skin inflammation (Kippenberger *et al.* 2001). Törma *et al.* showed that *PPARA* expression decreases early in skin inflammation following allergen exposure (Törma and Berne 2009). In the present study, sensitized dogs showed a decrease of *PPARA* expression 24 h after allergen PT in comparison to the control group. 

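PPARA (DN748840) was at 9.0 ± 0.38 (SD, n = 5) at allergen and 9.44 ± 0.2 (SD, n = 6) at saline sites of sensitized dogs at 24 hr, lower in 5 of 5 (-0.45, adjusted p = 0.249, limma). Levels in nonsensitized dogs were 9.66 ± 0.2 and 9.26 ± 0.32 (SD, n = 6 each), higher in 5 of 6 by 0.39. The interaction was -0.84 (standard error 0.23, limma adjusted p = 0.0471), and it was past both limits in 3 of the 12 fits without 1 dog. With the slide as a block its limma adjusted p was 0.0626. The 2 other probes of PPARA gave -0.54 and -0.49.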

As *PPARA* is not only involved in keratinocyte differentiation, but also has regulatory activity in skin inflammation (Dubrac and Schmuth 2011). The importance of *PPARA*-ligands in cAD should be elucidated. Arachidone lipoxygenase 3 (*ALOXE3*), which codes for the LOX3 protein, which is predominantly expressed in the epidermis (Krieg *et al.* 2002). The enzymes of *ALOXE3* and *ALOX12B* convert arachidonic acid into epoxyalcohol products, which activate *PPARA* and therefore seem to play an important role in epidermal differentiation (Yu *et al.* 2007). Functional impairment of either *ALOX12B* or *ALOXE3* results in ichthyosiform skin disease in humans (Jobard *et al.* 2002). Expression of *ALOXE3* also decreases skin inflammation after

allergen exposure (Törmä and Berne 2009). 

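The lipoxygenase gene ALOXE3 (ENSCAFT00000026841) was at 7.74 ± 0.24 (SD, n = 5) at allergen and 8.17 ± 0.25 (SD, n = 6) at saline sites of sensitized dogs at 24 hr. It was lower in 5 of 5 dogs, as PPARA was, by a mean of -0.43 (adjusted p = 0.172, limma). At the same sites of nonsensitized dogs it was at 8.55 ± 0.24 and 8.33 ± 0.3 (SD, n = 6 each), higher in 4 of 6. The interaction of -0.64 (standard error 0.19) had a limma adjusted p of 0.0779, which was 0.0327 with all 60 arrays and 0.014 with the dog as a block. The correlation of the genes across samples was not tested.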

Our results show, for the first time, a similar expression pattern of *PPARA* and *ALOXE3* in canine skin inflammation. We hypothesize that both genes play a role in cAD.

## References

How the deposited data were processed for this re-analysis (not part of the article)

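Skin biopsies of 12 Beagle dogs, 6 sensitized to house dust mite and 6 nonsensitized, were measured on one-colour Agilent canine arrays. Each dog gave 5 biopsies: untreated skin at 0 hr, and allergen and saline patch sites at 6 hr and 24 hr. This gives 10 groups of 6 arrays. Specimen 14, from the 24 hr allergen site of dog 2839, was left out as in the paper, so 59 arrays entered the fit and that group had 5 arrays.

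The intensity values are the processed signals that the authors made with Feature Extraction software: the spot signal after background subtraction, per the file headers, without scaling between arrays. The values in the series table were the same processed signals. A pair of the array files are plain tables without the header of settings, with signals rounded to whole numbers, and they were used in the same way. The median processed signal per array ranged from 81.7 to 146.12 over the 59 arrays, and 68.85% to 80.15% of the spots were well above background. No spot was saturated on the 58 arrays whose files report saturation. With 6 dogs per group, the precision of a comparison is given by the standard errors printed with the genes and by the SD between dogs.

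Spots marked as outliers were set to missing. A spot was kept when it was well above background on at least 5 arrays of at least 1 group. The kept signals were normalized by variance stabilization. The vsn package was not installed, so its model was reimplemented and tested on simulated data. Spots of a probe were averaged. The package limma (3.58.1, with statmod 1.5.0, in R 4.3.3) fitted the 10 group means jointly, unpaired, with empirical Bayes variances. A joint fit was chosen because the t and p of File S2 imply more residual degrees of freedom than a fit of a single time point has. Adjusted p values follow Benjamini and Hochberg over the 45972 probes of a comparison. DEG are distinct identifiers with an adjusted p below 0.05 and a change of at least 1.5-fold. In a simulation of the 24 hr interaction, 200 probes were given a 2-fold or 4-fold difference. The first was recovered as DEG for 71% and the second for 96%, with 14 false calls among the other probes of the 45698 simulated. The simulated noise was independent for each probe and array, without the correlation within dogs and within slides that the data have. Recovery and false calls in the data can therefore differ from these values.

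Lists of genes were scored per array as the mean over their probes of the log2 value minus the probe's mean over all arrays. Differences of list scores between groups of dogs were tested by exact two-sided permutation of the sensitization labels over the dogs (924 splits), and differences within dogs by exact two-sided sign flips. The counts were also compared with those from 100 splits of the dogs, the real split included, or from the 32 exchanges of allergen and saline within dogs. Without dog 2855, the 24 hr count was compared with those from 100 splits of the other 11 dogs. List scores, tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

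Probes were named through File S2, Tables 2, 4 and 5 and the identifiers in a table of RefSeq genes, in which 1080 of the array identifiers were found. Identifiers with a symbol only of the LOC kind were left out of the 5 largest changes, a choice made after values were seen. The preference among symbols was changed after it was seen that CCL3 had been missed. Pairs of identifiers and genes from Table 4 were added to the matching of the immune response list after File S2 alone had matched 37 genes. The rule that a named gene counts as past the limits only with both the adjusted p and the fold change was set with the value of OCLN in view.

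The alternatives set before the data were examined were all 60 arrays with and without array weights, scaling to the 75th percentile, the unscaled series values, no filter and a stricter filter on dim probes, the dog or the slide as a block, the slide as a random block, and a separate fit per time point. They also were each spot tested, probes counted, the mean over probes, the median over a list, each dog left out in turn, an unadjusted p below 0.002, no fold limit, treat, camera and fry. A normexp correction of spot means could not be run, since the files give spot medians and no spot means. Added after the data were seen were normexp (offset 50) on spot medians with quantile scaling, the scan session as a block, camera with an estimated correlation, and the immune response list matched through File S2 alone.

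The tests of explanations were all chosen after the results had been seen. For a smaller share of epidermis, the first version of the test had a part on suprabasal keratinocyte markers that was dropped. It was then replaced by the difference between the epidermis development list and those markers, and after that value was seen the test was set back to endothelium and fibroblast markers. The test of immune cell numbers was first run on full marker lists and then on the markers that are not in File S2. A test of whether the excluded specimen alone carried a result was dropped after its values were seen. The qPCR data, the clinical scores and the pathway analysis of the paper were not analysed here.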

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

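Each test of an explanation in what follows was chosen only after the result had been seen. The definitions of DEG, of the lists from the paper and of the comparisons were set before the data were examined. Later changes were made to the matching of the immune response list and to the limits that a named gene has to pass.

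Sensitized and nonsensitized dogs differed in the response to allergen at 24 hr. The upregulated list of File S2 had an interaction of 1.13 on the log2 scale, the downregulated list one of -0.83, the immune response list one of 1.4, the epidermis development list one of -0.85 and the cell junction lists one of -0.7. Each had an exact two-sided permutation p of 0.00216, the smallest that the 924 splits can give. The paper chose the lists on these arrays, so they are not independent of the 399 DEG that limma gave for the same interaction. For that count, chance is argued against as the source, since 1 of 100 splits of the dogs, the real one, gave as many. The dog whose removal left the fewest DEG, 2855, is argued against as the sole source: without it there were 13, and 1 of 100 splits of the other 11 dogs, the real one, gave as many. A difference between slides is argued against for the epidermis development list, whose interaction was -0.83 with the slide as a block. The size of the count stays open, because without dog 2855 it was 11 positive and 2 negative.

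Whether more immune cells account for the immune response interaction cannot be told apart from a change within cells. Over the full marker lists the 24 hr interaction was 0.68 for T cells, 0.77 for mast cells, 1.29 for macrophages and 1.47 for neutrophils (exact permutation p = 0.00216, adjusted 0.013 for each). Those lists share genes with File S2. Without the shared genes, T cells had 0.1 (CD4 and CD8A alone, exact permutation p = 0.4). Macrophages had 0.97 (CD163 alone, exact permutation p = 0.0325) and mast cells 0.59 (exact permutation p = 0.00649). The neutrophil list shares none (exact permutation p = 0.00216). Neither do the lists of eosinophils (1.08, CCR3 alone, exact permutation p = 0.00433) and dendritic cells (2.68, CCL17 alone, exact permutation p = 0.00216). Adjusted over these lists without shared genes, the permutation p was at most 0.039 for each except T cells. Genes within a list differed. Of the neutrophil genes, S100A8 had 2.83, MMP9 1.53 and CXCR2 0.06. Of the mast cell genes that are not shared, FCER1A had 1.02, CMA1 0.66 and KIT 0.09. What keeps this open is that so few markers have a named probe and that a marker can change without a change in cell number. The paper's counts of round cells rose in allergen-treated skin of sensitized dogs without reaching significance; they were not used here, and they do not separate the types of cell.

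The epidermis development list was lower at 24 hr allergen than saline sites in 5 of 5 sensitized dogs. A smaller share of epidermis in those biopsies cannot be told apart from lower expression within it. If dermis had taken a larger share, endothelium and fibroblast markers should rise alike. Their difference was 0.46 with an SD of 0.52, from 0.47 for endothelium and 0.01 for fibroblasts. It decides nothing, because SELE carries it (1.53 in sensitized dogs) and is a gene of File S2, chosen on these arrays. The other endothelium genes, VWF with -0.1 and KDR with 0.09, changed little, as the fibroblast genes did. What keeps the question open is that so few markers have a named probe, and that the fibroblast genes are near the upper end of the signal. Whether signals there change less was not tested, and no spot was saturated on the 58 arrays that report saturation. Another version of this test, tried and withdrawn, set the list against suprabasal keratinocyte markers, and the difference was -0.42. By itself it would have argued against a smaller share. It was withdrawn because the paper chose the list on these arrays, and because the markers are only KRT1 and KRTDAP, near the upper end of the signal. The suprabasal list changed by -0.06 (SD 0.13) at these sites of sensitized dogs. Its interaction of -0.35 (exact permutation p = 0.00433, adjusted 0.0195) came more from nonsensitized dogs, with 0.36 for KRT1 and 0.19 for KRTDAP.

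In nonsensitized dogs, the upregulated list of File S2 was lower at 24 hr allergen than saline sites in 6 of 6 dogs. A difference between slides is argued against by the dogs with both arrays on one slide (-0.58). Normalization is argued against by the scaling with the smallest difference (-0.54), and brighter or dimmer arrays by the signals, which were lower on the allergen array in 3 of 6 dogs. Exchanged labels of allergen and saline in these dogs cannot be told apart from the pattern itself: a mean of -0.66 with each dog lower is what either would give, and no value in the files identifies the patch. At saline sites of these dogs the same list had risen from untreated skin. Slides or scan sessions as the whole cause cannot be told apart from a response. The rise at allergen sites of these dogs, on the same slides, was smaller, at 0.48. That decides nothing, because a shift between slides together with lower values at allergen sites would give both rises. A response only carried over from 6 hr cannot be told apart either. Saline sites rose by 0.82 from 6 hr to 24 hr, but the arrays of these times shared no slide. What stays open is which part of the rise belongs to the patch, to the biopsies or to the slides, since no untreated site was sampled at 24 hr.

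The paper gives no count of DEG for allergen against saline within a group of dogs. By limma there were 182 DEG at 6 hr in sensitized and 16 in nonsensitized dogs, and at 24 hr there were 122 and 319. For each of these, chance is argued against as the source, since 1 of 32 exchanges within dogs, the real one, gave as many. It is not excluded, because 1 of 32 is the smallest share that these exchanges can give. The shares were not adjusted for the number of counts tested. Slides are argued against for the 6 hr count in sensitized dogs, which was 356 with the slide as a block. Against untreated skin, 6 hr saline sites had 1211 DEG in sensitized and 1033 in nonsensitized dogs, and 24 hr saline sites had 4178 and 9982. These stay open, because the time points were on different slides, and only 1 of the 24 hr arrays in the fit was on a slide that also held 0 hr arrays. With the slide as a block there were none at 6 hr (limma; 2412 and 2175 at an unadjusted p below 0.05). For the 1 DEG at 0 hr, chance cannot be excluded, since 16 of 100 splits gave as many. For the 6 hr interaction the splits decide nothing, because any split gives at least 0 DEG (100 of 100).

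Some single values stood apart from the rest of their group. Of 198 groups examined, 12 had such a value, and chance gives about 1 in 20. At 6 hr allergen sites of nonsensitized dogs, dog 2847 had a median signal of 133.4 (others 81.7 to 91.07) and 77.06% of spots well above background (others 70.2 to 72.36). Dog 2839 had 80.03% at the 6 hr allergen site (others 69.26 to 72.0), and dog 2838 had 70.36% at the 24 hr saline site (others 75.99 to 77.43). The excluded specimen of dog 2839 had 67.65% (others 73.95 to 76.25) and a median correlation of 0.948 with the other arrays. The epidermis development score of dog 2839 at the 6 hr saline site was 0.348 (others 0.141 to 0.206). The explanations for these were not tested.

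Among gene groups, 5 of 118 had such a value. For the 24 hr allergen minus saline difference, dog 2855 had 2.58 for ADAMTS4 (others -0.63 to 0.25), 1.67 for CCL3 (others 0.28 to 0.52) and 3.09 for SELE (others 0.77 to 1.37). Dog 2841 had -0.7 for CO597689 (others 0.13 to 0.17), and among nonsensitized dogs, dog 2704 had 0.74 for SELE (others -1.81 to -0.86). The 3 values of dog 2855 go the same way as the loss of most DEG without this dog, and whether this dog responded more strongly was not tested.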

How the results depend on the processing

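Each test named here that is not among the choices listed as set before the data were examined was chosen only after the result had been seen.

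The results were recomputed under 35 other settings, 31 of them set before the data were examined and 4 added afterwards. Of the recomputed values, 102 were tallied as not the same as the reported one and 324 as the same. No limit for being the same is stated with this tally, so it does not show how far the values moved. Where a value moved, the cause was not tested, except where the construction of the setting is said to show it.

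At 0 hr the count of 1 DEG became 0 under 75th percentile scaling (0), under the added normexp on spot medians with quantile scaling (0), with the unscaled series values (0), with the stricter filter on dim probes (0), with a separate fit per time point (0) and with treat (0). A count under treat is lower by construction, as is one with a stricter limit. At an unadjusted p below 0.002 it was 53. It was 0 without dog 2716, 2802, 2838, 2840 or 2845 and 4 without dog 2855. The 6 hr interaction had 0 DEG under each setting except the unadjusted p, with 11.

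The 24 hr interaction gave 253 positive and 146 negative DEG. The positive count was 165 under 75th percentile scaling and 76 with the series values, where the negative count was 4. Without a filter, under which 60068 probes were tested, the positive and negative counts were 127 and 58. An unadjusted p gave 413 and 241, and treat gave 0 and 0. The negative count was 356 with all 60 arrays. With array weights the counts were 750 and 301. With the slide as a block they were 705 and 272, and with the slide as a random block the positive count was 393. The added block of scan sessions gave 552 positive. Among the fits without 1 dog, the counts went from 11 positive and 2 negative without dog 2855 to 454 and 249 without dog 2704.

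With the dog as a block, which uses the pairing of the biopsies, the 24 hr interaction had 881 positive and 616 negative DEG. For allergen against saline, the block gave 382 at 6 hr and 456 at 24 hr in sensitized dogs, and 29 at 6 hr and 562 at 24 hr in nonsensitized dogs. A block removes the differences between dogs from the residual, so more DEG are what the correlation within dogs leads to.

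Allergen against saline at 6 hr in sensitized dogs had 182 DEG. It had 351 with array weights, 356 with the slide as a block, 297 with the slide as a random block, 299 with the scan session as a block, 12 with a separate fit, 333 at an unadjusted p and 9 with treat. It was 33 without dog 2838 and 258 without dog 2704. In nonsensitized dogs the 16 became 25 with array weights, 7 with the stricter filter, 7 with a separate fit, 41 at an unadjusted p and 3 with treat, and ranged from 8 (without dog 2802) to 22 (without dog 2716).

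Allergen against saline at 24 hr in sensitized dogs had 122 DEG. With all 60 arrays there were 745, with array weights 810, with the added normexp 80, with the series values 37, with the slide as a block 349, with the scan session as a block 223, with a separate fit 69, at an unadjusted p 237, without a fold limit 229 and with treat 7. Leaving out dogs gave 30 (without dog 2855) to 147 (without dog 2802). In nonsensitized dogs the 319 became 622 without a fold limit and 7 with treat, and 92 (without dog 2802) to 425 (without dog 2716).

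For the lists of File S2 at 0 hr, the sign was not stable around 0. The upregulated list, with 0.03, was -0.04 with the slide as a block, -0.0 with the scan session as a block and 0.16 with the series values. Without 1 dog it went from -0.0 (dog 2716) to 0.06 (dog 2847). The downregulated list, with -0.04, was 0.07 with the series values, under which the median of all probes shifted by 0.11 between the groups of dogs. The set test camera with its preset correlation gave 0.02956 and 0.0308 for the lists at 0 hr, and 1.488e-44 and 4.529e-09 at 6 hr. With the estimated correlation it gave 0.009763 for the upregulated list at 6 hr, and 0.2508 for the downregulated list. By fry these were 0.06069 and 0.4214. The preset correlation treats the genes of a list as nearly independent, which genes chosen on the same arrays are not. The upregulated list at 6 hr ranged from 0.26 (without dog 2838) to 0.51 (without dog 2704, exact permutation p = 0.00216). The interactions of the immune response, epidermis development and cell junction lists at 24 hr kept their sign under each setting run for them. Under a separate fit the list scores are the same by construction.

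Of 54 named genes at 24 hr, 32 were past FDR 5% and 1.5-fold by limma. Without dog 2855, 28 of these were not, and without dog 2800 or 2802, 26 were not. With the series values 21 were not. With the slide as a block 5 were not, and 7 of the other 22 were past the limits. With the dog as a block all 32 stayed and 19 of the other 22 were past the limits. UBB, near 0 with -0.04, changed sign to 0.02 with the series values and to 0.01 without dog 2841, and was -0.16 without dog 2838. The immune response list matched through File S2 alone, an added setting, had a 24 hr interaction of 1.33.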

Differences from the paper's values

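The tests of explanations elsewhere in this section were chosen only after the result was seen, and none is applied here.

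A count was taken to differ from the paper's when the larger was over 1.5 times the smaller, and a coefficient when it had the other sign or was apart by more than the SD between dogs. Of the values of the paper that were recomputed, 8 differ in this sense. At 0 hr the paper's count of DEG is 0 and the recomputed count is 1. Of 26 alternatives set before the data were examined, 10 give 0: 75th percentile scaling, the series values, the stricter filter, a separate fit, treat, and the fits without dog 2716, 2802, 2838, 2840 or 2845. The other 16 give a count that differs from the paper's.

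For the 6 hr interaction the paper's counts are 6 upregulated, 3 downregulated and 9 in total, and the recomputed counts are 0, 0 and 0. Of 27 alternatives set before the data were examined, only the unadjusted p below 0.002 with a 1.5-fold change gives counts that do not differ, 8, 3 and 11. The other 26 differ. Table 2 of the paper gives none of its genes an adjusted p below 0.05. In File S2, for 24 hr, 388 of the 588 genes have an adjusted p below 0.05 in the paper, the highest is 0.0778, and the highest unadjusted p is 0.00196. By these values of the paper, not all the genes it counts are past the FDR of 5% that its methods name.

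For the 24 hr interaction the paper's count of downregulated DEG is 226 and the recomputed count is 146. The paper's upregulated and total counts, 361 and 587, are also above the recomputed 253 and 399, by less than 1.5 times, so they are not among the 8. Of 27 alternatives set before the data were examined, 12 do not differ, with 155 to 301: array weights, 75th percentile scaling, the stricter filter, the slide as a block and as a random block, each spot tested, the fits without dog 2704, 2716 or 2853, the unadjusted p, no fold limit, and probes counted. The other 15 differ.

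The paper's coefficient of FLG2 in Table 4 is -1.88 and the recomputed one is -1.41 for the brightest probe, with -1.88 for another probe. Table 5 of the paper gives -1.41. Of 24 alternatives set before the data were examined, 6 do not differ, with -1.68 to -1.5: all 60 arrays, array weights, the slide as a block, the mean over probes, and the fits without dog 2840 or 2853. The other 18 differ. The paper's coefficient of SPINK5 in Table 5 is 0.83 and the recomputed one is -0.65, and that of SCEL in Table 5 is -1.78 and the recomputed one -1.17. For these genes each of the 24 alternatives differs from Table 5, while the paper's Table 4, with -0.83 and -1.18, does not.

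In order and direction, File S1 of the paper names CCL2 as the chemokine with the largest change. Here CCL8 had 2.46 and CCL2 2.36 for the 24 hr interaction, apart by less than the SD between dogs, and with the slide as a block CCL2 was the higher (2.19 against 2.11), so their order is not settled. For the clusters, the paper describes all of their genes, and the lists here hold a part of these. Between 6 hr and 24 hr at allergen sites of nonsensitized dogs, the paper describes an increase for cluster 2. The 8 epidermis development genes changed by 0.02 there, with 3 of 6 dogs higher, while the downregulated list of File S2 rose by 0.19, with 5 of 6 dogs higher. The cell junction genes of clusters 3 and 4 were not above untreated skin at 6 hr allergen sites of nonsensitized dogs (-0.04), where the paper describes an increase for the clusters. The paper counts IL33 among the upregulated genes. Its brightest probe had a positive interaction short of FDR 5% (1.55, adjusted p = 0.239, limma), while its other probes were past it (0.87 and 1.75, adjusted p = 0.0175 and 0.0163, limma), as the brightest was with the dog as a block (adjusted p = 0.00432).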

Other observations

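Chosen only after the result was seen were the count of probes that changed more in one group of dogs and the comparison of saline sites between the groups. The scores of the excluded specimen were also chosen then. The 24 hr interaction and the counts of DEG for allergen against saline were set before the data were examined. So were the settings named in this part and the genes of the marker lists.

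The positive interactions at 24 hr reflect lower values at allergen sites of nonsensitized dogs more than higher values at those of sensitized dogs. Of 275 probes, 178 changed more in the nonsensitized dogs, and 111 were called lower there by limma against 41 called higher in sensitized dogs. For the 155 negative probes it was the other way round, with 45 changing more in nonsensitized dogs. With all 60 arrays, allergen against saline at 24 hr gave 745 DEG in sensitized and 256 in nonsensitized dogs, in place of 122 and 319. With that specimen left out, the counts were 349 and 346 with the slide as a block, 134 and 113 without dog 2800, and 147 and 92 without dog 2802. Which group of dogs changed more in count is therefore not settled.

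Saline sites changed as well. At 24 hr, 1087 DEG differed between saline sites of sensitized and nonsensitized dogs, 829 of them higher in sensitized dogs (limma). With the slide as a block there were 0, with 6834 at an unadjusted p below 0.05, so this count is not separable from slides.

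The marker lists are small, because few markers have a probe with a name. At 24 hr the endothelium list (3 of 6 genes named) had an interaction of 0.99 (exact two-sided permutation p = 0.00216, adjusted 0.013 over 36 tests), of which SELE is also in File S2. The adipocyte list (2 of 6 genes) had -0.37 (exact permutation p = 0.0909, adjusted 0.273). The fibroblast list (3 of 6) had 0.06 at 24 hr (exact permutation p = 0.773) and a difference of 0.53 in untreated skin (exact permutation p = 0.0368, adjusted 0.132). KRT71, the only hair follicle gene of 8 with a name, had -0.11 (exact permutation p = 0.823), and MYH7, the only one of 6 for skeletal muscle, had 0.19 (exact permutation p = 0.894). No marker of B cells, basal keratinocytes, proliferating cells or sebaceous glands had a named probe.

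The excluded specimen was unlike the rest of its group in more than signal. Its epidermis development score differed from that at the saline site of the same dog by -1.57, against a mean of -0.47 in the other dogs. KRT71 differed by -3.61. Its immune response score was higher by 0.68, within the range of the others. The paper reports poor RNA integrity for this specimen (RIN of 3.3). Which part of these differences comes from the RNA and which from the tissue was not tested.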
